# Genome wide transcriptome analysis reveals ABA mediated response in *Arabidopsis* during gold (AuCl^−^_4_) treatment

**DOI:** 10.3389/fpls.2014.00652

**Published:** 2014-11-28

**Authors:** Devesh Shukla, Sneha Krishnamurthy, Shivendra V. Sahi

**Keywords:** Au, microarray, *Arabidopsis*, glutathione, plant hormone, secondary metabolism, transporters, ABA responsive element (ABRE)

## Abstract

The unique physico-chemical properties of gold nanoparticles (AuNPs) find manifold applications in diagnostics, medicine and catalysis. Chemical synthesis produces reactive AuNPs and generates hazardous by-products. Alternatively, plants can be utilized to produce AuNPs in an eco-friendly manner. To better control the biosynthesis of AuNPs, we need to first understand the detailed molecular response induced by AuCl^−^_4_ In this study, we carried out global transcriptome analysis in root tissue of *Arabidopsis* grown for 12- h in presence of gold solution (HAuCl_4_) using the novel unbiased Affymetrix exon array. Transcriptomics analysis revealed differential regulation of a total of 704 genes and 4900 exons. Of these, 492 and 212 genes were up- and downregulated, respectively. The validation of the expressed key genes, such as glutathione-S-transferases, auxin responsive genes, cytochrome P450 82C2, methyl transferases, transducin (G protein beta subunit), ERF transcription factor, ABC, and MATE transporters, was carried out through quantitative RT-PCR. These key genes demonstrated specific induction under AuCl_4^−^ treatment_ relative to other heavy metals, suggesting a unique plant-gold interaction. GO enrichment analysis reveals the upregulation of processes like oxidative stress, glutathione binding, metal binding, transport, and plant hormonal responses. Changes predicted in biochemical pathways indicated major modulation in glutathione mediated detoxification, flavones and derivatives, and plant hormone biosynthesis. Motif search analysis identified a highly significant enriched motif, ACGT, which is an abscisic acid responsive core element (ABRE), suggesting the possibility of ABA- mediated signaling. Identification of abscisic acid response element (ABRE) points to the operation of a predominant signaling mechanism in response to AuCl^−^_4_ exposure. Overall, this study presents a useful picture of plant-gold interaction with an identification of candidate genes involved in nanogold synthesis.

## Introduction

Gold, one of the least reactive metal in periodic table, possesses unique properties, namely, high free electron density, malleability and conductivity, and favors opportunities to produce stable and tuneable AuNPs for potential applications in diagnostics, biological imaging, sensors, therapeutic agent delivery, photodynamic therapy, catalysis, electronics etc. (Chen et al., 2008; Yeh et al., 2012; Spivak et al., 2013). Many chemical methods have been developed for the synthesis of AuNPs, but they produce hazardous toxic by-products, posing serious environmental health issues (Limbach et al., 2007). Alternatively, plant-based systems of nanomaterial synthesis were established recently to produce a range of AuNP shapes and sizes (Kumar and Yadav, 2009; Starnes et al., 2010; Geetha et al., 2013). Starnes et al. (2010) demonstrated *in planta* engineering of novel shapes in alfalfa by changing growth conditions of the plant. One of the current studies in *Arabidopsis* shows monodisperse spherical AuNPs formations in roots, grown hydroponically in the presence of 10 ppm of KAuCl_4_ (Jain et al., 2014).

Metallic gold with zero nutritive value does not cause toxicity to living organisms but higher concentrations of gold solutions (KAuCl_4_ or HAuCl_4_) may cause toxicity and impact plant growth negatively (Sharma et al., 2007; Starnes et al., 2010). Like other toxic heavy metals, for example, Cd, As, Hg, Pb, Au deactivates the proteins by binding to the sulfhydryl groups or disrupting the disulphide bonds and displacing the essential metal ion cofactors (Niemietz and Tyerman, 2002; Rodriguez et al., 2007).

A few investigations into the response of microorganisms to gold exposure have also been reported. For instance, Reith et al. (2009) characterized the mechanism of gold biomineralization in bacteria using a custom made microarray chip. Metal resistance genes, oxidative stress related genes and methyl transferases were reported to differentially express and cause reduction and detoxification of AuIII-complexes (Reith et al., 2009). Another interesting study demonstrated the involvement of a non-ribosomal small peptide—secreted as a secondary metabolite for the generation of solid gold particles from a gold resident bacterium *Delftia acidovorans* (Johnston et al., 2013).

Unlike the sufficient molecular information available with respect to heavy metals, little information is available in response to AuCl^−^_4_ exposure at whole transcriptome levels in plants (Taylor et al., 2014). Thus, the underlying mechanisms involved during the synthesis of AuNPs in plants remain largely elusive. To the best of our knowledge, the present study may be the first report of identifying the genes and mechanism operating in response to AuCl^−^_4_ treatment. This study will also help in predicting the changes in the associated metabolic networks.

In this study, 12 day old *Arabidopsis* root was exposed to chloroauric acid (HAuCl_4_) for 12 h, devoid of nutrient media, to record the specific response of Au. The principal finding of this study demonstrates that *Arabidopsis* senses the gold treatment as a strong stimulus, modulating expression of a total of 704 genes, which account for 2.5% of the whole transcriptome. The ABA- mediated signaling and glutathione binding appeared to be major possible mechanisms operating in response to AuCl^−^_4_.

## Materials and methods

### Plant material, growth conditions and treatments

Eighty seeds of the *Arabidopsis thaliana* cv. Col-0 were sterilized and germinated on mesh in each magenta box hydroponically in 0.5X MS medium for 5 days under a 16 h light (120 μmol m^−2^ s^−1^)/8 h dark photoperiod at 23°C (Jain et al., 2009). Thereafter, these seeds were transferred into 1X MS medium and grown for 7 days (Jain et al., 2009). The 12 day old seedlings were transferred to a 10 ppm AuCl^−^_4_ (HAuCl_4_, Sigma-Aldrich, USA) solution for 12 h at pH 4.2, in absence of nutrient medium. Another set of parallel experiments for control were carried out with distilled water at pH 4.2. Care was taken to ensure that only the roots came in contact with the 10 ppm gold solution. After 12 h of incubation in AuCl^−^_4_, the roots and shoots were separately collected for further experiment. Similarly, the *Arabidopsis* seedlings were treated with 10 ppm Ag^+^ [AgNO_3_; Acros, USA)] and 10 ppm Cu^2+^ [CuSO_4_.5H_2_O; Acros, USA] and the root and shoot tissues were collected for further experiments. Three independent biological replicates were used for each treatment and around 240 seedlings were used in each biological replicate to isolate RNA.

#### Total RNA isolation

Total RNA was isolated from frozen root and shoot tissues separately using RNeasy Plant Mini Kit with on column DNase digestion (Qiagen, USA), according to the manufacturer's instructions. The integrity of RNA was checked on agarose gel and concentrations were determined using Nanodrop (Wilmington, DE, USA).

### Transcriptome analysis

Affymetrix GeneChip® ara ST 1.0 GeneChips (.cel files submitted to GEO, accession number GSE55436) were used to carry out the microarray experiment. Target preparation, hybridization to arrays, washing, staining, and scanning were carried out following the instructions of the manufacturer (Affymetrix, USA). Three independent biological experiments were carried out for control (no treatment) and experimental (AuCl^−^_4_ treated) *Arabidopsis* seedlings. The hybridization data was processed using the Affymetrix GeneChip Command Console Software (AGCC version 3.2.4). Image files were analyzed to generate the probe intensity (.cel) files, using the default settings of AGCC. Microarray experiments were performed at the Microarray Core Facility of the University of Kentucky, in Lexington, Kentucky, USA. The probe set summarization (CHP) files for gene and exons were generated from feature intensity (.cel) files using RMA algorithms provided in the Expression Console v. 1.3. software. To identify statistically significant differentially expressed genes (DEGs) or exons, a combined criterion of greater than two-fold change was adopted with the ANOVA *p*-value (Condition unpair) <0.05 in the analysis. The normalized CHP files were analyzed using the secondary analysis tool Transcriptome Analysis Console, software to generate the.csv files containing DEGs.

#### Identification of transcription factor

The identification of transcription factors were carried out using a web based tool, a transcription factor database (http://arabidopsis.med.ohio-state.edu/AtTFDB/). A separate list of transcription factors with their sub-family name and synonyms was prepared and listed in **Table 2**.

#### GO enrichment analysis of DEGs

The singular enrichment analysis (SEA, http://bioinfo.cau.edu.cn/agriGO/index.php) was carried out on up- and downregulated genes. The TAIR AGI IDs with their affiliated GO annotations were subjected to agriGO analysis using the customized annotation mode. *Arabidopsis* TAIR 10 database was used as a background. The hieratical graphs and GO enrichment analysis table of DEGs were prepared, using a hypergeometric test with Bonferroni correction, at *P*-value 0.05, with 5 minimum number of mapping entries with complete GO gene ontology. The GO abundance chart was prepared manually by selecting the biologically relevant GO terms.

#### Quantitative RT PCR validation of transcriptome

The first strand cDNA was synthesized from 4 μg of total RNA in 20 μl reaction using Superscript III Reverse Transcriptase (Invitrogen Life Technologies, USA) using oligo(dT)_18_ primers, according to the manufacturer's instructions. The prepared cDNA was diluted five times and 1 μl (corresponding to 40 ng total RNA) was used to perform quantitative RT-PCR (qRT-PCR) reactions using the SYBR Green (Applied Biosystem) on 7300 Real –Time PCR system (Applied Biosystems). The reaction conditions for PCR and dissociation curves were as follows: 95°C for 10 min, 40 cycles of 95°C for 15 s, 58°C–60°C for 1 min and 95°C for 15 s, 60°C for 20 s, 95°C for 15 s, 60°C for 15 s, respectively. To normalize the gene expression, beta tubulin was used as an endogenous control. Wherever possible, most of the primers were designed manually from 3′ UTR of the gene and verified using Oligo Analyzer—1.1.2. The primer sequences are listed in Supplementary Table S1. The qRT-PCR experiment was repeated two times independently and in each experiment, three technical replicates were used. Relative gene expression was calculated using the 2^−ΔΔ CT^ values following Livak's method (Livak and Schmittgen, 2001).

#### Construction of heat map displaying expression profile of key genes under AuCl^−^_4_, As^V^, and Cd^II^

To differentiate the AuCl^−^_4_ specific response from toxic heavy metals, arsenate (As^V^) and cadmium (Cd^II^), 39 genes, selected on the basis of their high expression level (>5-fold) under Au exposure as well as their availability with Cd and As experiment, were analyzed using the Genevestigator perturbation tool (https://www.genevestigator.com/gv/plant.jsp). Log(2)-ratio change values of selected genes under As^V^ and Cd^II^ were obtained from Genevestigator program. A table was created by putting these values with the log(2)-ratio values of AuCl^−^_4_ and a heat map was constructed using an online graphing tool, plotly (https://plot.ly/plot). For the detail of the data please refer Supplementary File 4.

#### Analysis of biochemical pathways

The Plant MetGenMap, a web-based pathway analysis tool, was used to identify significantly changed biochemical pathways on the basis of expression profile data (http://bioinfo.bti.cornell.edu/cgi-bin/MetGenMAP/home.cgi). An input text file was prepared by putting the TAIR AGI IDs, linear fold change value and *P*-value as per the instruction given in Plant MetGenMap. The file was uploaded as an individual project and analyzed, as per the instructions given in the manual.

Similarly, another text file was created according to the format prescribed in Plant Metabolic Network (http://pmn.plantcyc.org/overviewsWeb/celOv.shtml) and uploaded at the Omics Data Viewer under the analysis, sub-portal of the Plant Metabolic Network.

#### Over-represented motif analysis in DEGs

The upstream sequences (TAIR 10 Loci Seq-1000 bp) belonging to up- and down-regulated genes were downloaded using the Bulk Data Retrieval tool in a Fasta format and saved as a tab delimited text file format (http://www.arabidopsis.org/tools/bulk/sequences/index.jsp). The search was carried out using the web based Motif finder tool: SCOPE (http://genie.dartmouth.edu/scope/). The parameters such as species, upstream sequence and strand search were selected as *Arabidopsis thaliana*, fixed 1000 bp and plus and minus strands both, respectively. Additionally, the TAIR Motif analysis tool (http://www.arabidopsis.org/tools/bulk/motiffinder/index.jsp) was also applied on the same data to further strengthen the results.

## Results and discussion

### Gold exposure significantly modulates transcriptome

In view of the rapid reduction of Au by sucrose or a nutrient ion like Fe^2+^, we believe, the use of a HAuCl_4_ solution devoid of nutrients would give us a precise insight into the interaction of plants with gold ions. Therefore, we isolated RNA from *Arabidopsis* plants exposed to 10 ppm gold solution at pH 4.2 (the natural pH of a gold solution) and microarray was performed using new unbiased Ara ST 1.0 chip on Affymetrix platform. 

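Roots of 12 day old seedlings kept for 12 h in the 10 ppm gold solution were compared with roots kept in distilled water at pH 4.2, with 3 biological replicates and 3 arrays in each of the 2 groups. The AraGene array carries probes along the exons of each annotated gene, so that its signal can be summarized over a whole gene, called a transcript cluster, or over a single exon. The authors summarized the probe intensities with RMA, which corrects the background, brings the arrays to one distribution and gives log2 signals, once per gene and once per exon; the 12 deposited samples are these 2 summaries of 6 arrays. The files analysed here are the authors' deposited tables of the comparison at the gene level and at the exon level. For each differentially expressed gene or exon they give the bi-weight average log2 signal of each group, which gives outlying arrays less weight, the signed linear fold change of gold against control, the unadjusted p-value and the FDR over the array. Values of single arrays were not analysed here, so no SD between replicates is given. Instead, a 95% confidence interval of each log2 difference was derived from the deposited difference and p-value with 4 residual degrees of freedom. These intervals are approximate, because a bi-weight average is not a plain mean and the deposited p-values carry few digits. Their median width was 0.62 on the log2 scale for genes and 1.29 for exons, and the number of arrays limits this precision. The brighter group had a median log2 signal of 7.58 over the genes and 7.66 over the exons in the authors' deposited tables. Positions are those of the array annotation on the tair10 genome.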

After normalizing the image files using the RMA algorithm, principal component analysis revealed a distinct position of AuCl^−^_4_ treated samples from the control, suggesting a significant change in the transcriptome (Figure 1A). The microarray data was submitted to Gene Expression Omnibus (NCBI), with accession no. GSE55436. A One-Way ANOVA model was applied to the intensity data with adopted criterion: >2-fold change turning into a statistically significant (FDR ≤ 0.16) list of 704 genes (2.5%) and 4900 exons (2.8%) (Figure 1B, Table 1, Supplementary File 1). 

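All 800 gene features of the authors' deposited table, 523 upregulated and 277 downregulated, met the fold change and p-value criteria when these were applied again, which is 2.82% of the 28403 genes on the array. Of these features, 96 carry no chromosome and name no gene in the annotation. The remaining 704, with 492 upregulated and 212 downregulated, are the genes of Supplementary File 1, and all 704 have equal values there. The exon table holds 4977 exons, 2715 upregulated and 2262 downregulated, or 2.89% of the 171941 exons on the array, and 4900 of them carry a chromosome. Some features share all their values, and counted once, the 704 genes give 638 distinct measurements. A group of 87 of the 704 lies at tRNA genes. The highest FDR in the authors' deposited tables was 0.167 for genes and 0.242 for exons, and an FDR threshold of 0.05 left 705 genes and 2161 exons. Many changes were small: 51.7% of the genes changed by less than 2.5-fold, and the derived confidence interval lay wholly beyond a 2-fold change for 388 genes and 1410 exons. Of the alternatives tried, a fold change threshold of 3 moved the number of genes most, to 230. The FDR also shows how many features had a low p-value before the fold change criterion. Working back from the highest deposited p-value and its FDR, about 8373 genes, or 29.5% of the array, had an unadjusted p at or below it, against 1402 by chance alone.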

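Exons were joined to genes by their transcript cluster. The 4977 differentially expressed exons fall in 2740 genes. Of these exons, 2325, or 46.7%, lie in 778 genes that were also differentially expressed at the gene level, and 2324 of them moved in the direction of their gene. The exception was an exon of AT1G76620, upregulated 3.16-fold with an FDR of 0.183 in the authors' deposited table, while the gene fell by 2.06-fold; this gene was picked out after its values were seen. The other 2652 exons lie in 1962 genes without a call at the gene level, and 1532 of these genes, or 78.1%, have a single differentially expressed exon. Among the exons outside differentially expressed genes 58.0% were downregulated, with a Wilson 95% interval from 56.1% to 59.9%, against 31.1% inside them, with an interval from 29.2% to 33.0%. The odds ratio was 3.06 (two-sided Fisher's exact test, p = 5.8e-82), although exons of one gene are not independent of each other. The FDR threshold of 0.05 moved the share of exons inside differentially expressed genes most, to 71.45%. Exons moved in both directions in 27 genes, or 2.91% of the 927 genes with 2 or more differentially expressed exons. In 18 of these genes as many exons rose as fell, and 9 have a rarer direction. Counting all 36 exons of the former and the 10 exons in the rarer direction of the latter, 78.3% had a log2 signal below 6 in the brighter group. The paper reads the percentage of differentially expressed exons as a sign of alternative splicing events.

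**Figure D1:**
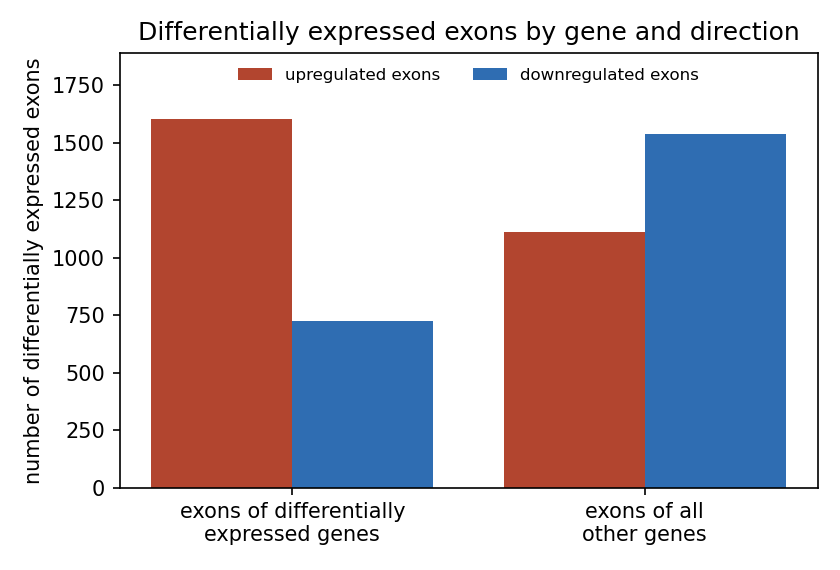
Number of upregulated (red) and downregulated (blue) exons, on the vertical axis, among exons of differentially expressed genes and exons of all other genes. The downregulated exons number 723 in differentially expressed genes and 1539 in other genes.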

The high percentage of differentially regulated exons indicated occurrence of a number of alternative splicing events opening the opportunity to study it further (Supplementary File 2). 

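The balance of directions was tallied over several sets of features. Over all 800 features of the authors' deposited gene table the ratio of upregulated to downregulated was 1.89. The ratio was 2.32 over the 704 features with a chromosome and 2.0 over the 629 features that name a gene, of which 419 were upregulated and 210 downregulated. With the features at tRNA genes, all upregulated, left out of the 704, it was 1.91. A fold change threshold of 3 raised the ratio to 4.75. Among the exons the ratio was 1.2. Among the features that name a gene, the highest values lay on the upregulated side: DIN2, CYP82C2, BGLU28, AT1G60750 and NIT4 rose by 13.99- to 26.13-fold in the authors' deposited table, and the largest falls, in AT4G19760, AT4G36230, AT2G02640, AT3G54070 and GSTF14, measured 4.65- to 5.59-fold. The feature of NIT4 carries the symbol GAPB as well, but the only locus it names is AT5G22300, on chromosome 5 from 7379199 to 7381935. Whether its probes also bind GAPB was not tested.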

The number of upregulated genes (nos. 492) observed were more than double of the number of downregulated genes (nos. 212), indicating the suitability of the exposed concentration (Table 1, Supplementary File 1).

**Figure 1:**
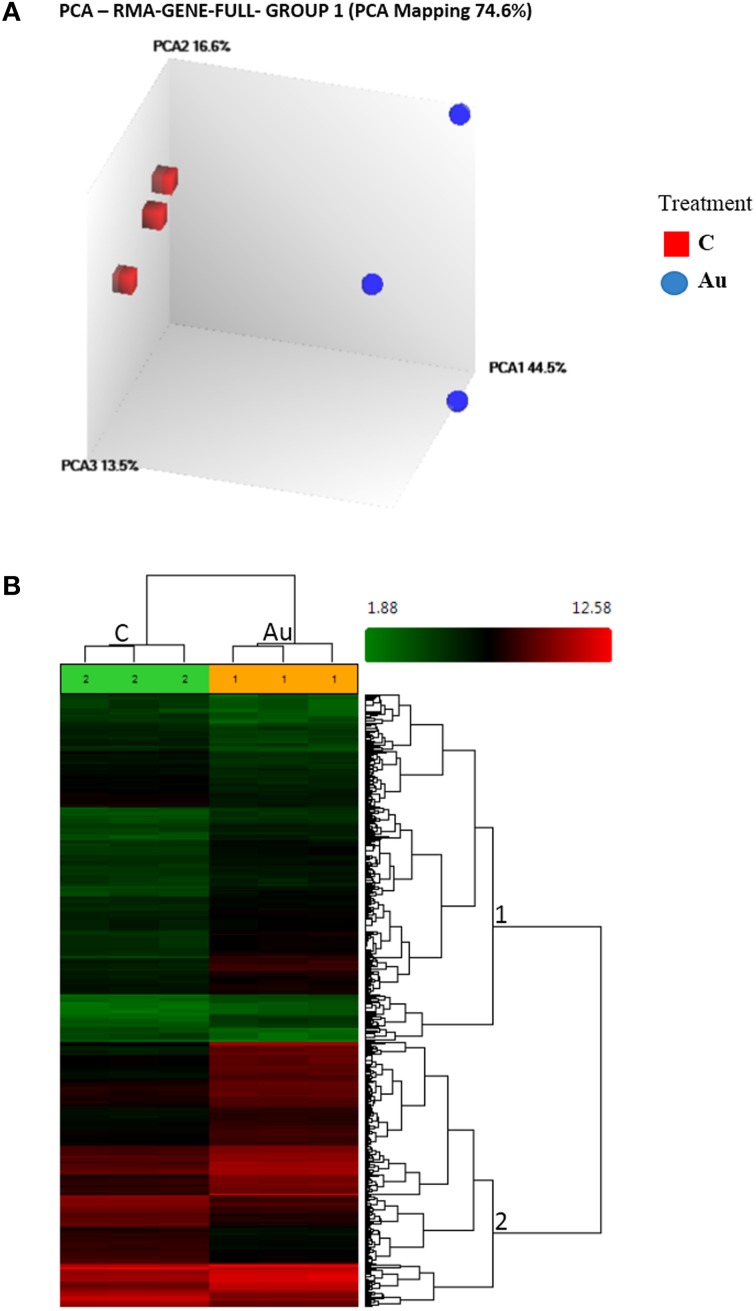
**Effect of gold (AuCl^−^_4_) treatment on the whole transcriptome in *Arabidopsis*. (A)** The Principal Component Analysis (PCA) shows remarkable differences between the control and treated samples. **(B)** The Hierarchical Clustering of the differentially expressed Transcript Clusters (TCs) under AuCl^−^_4_ (Condition1) vs. Control (Condition2). Number on the nodes displays major gene groups based on expression pattern. Color scale shows log_2_ signal intensity values.

**Table 1:** **Summary of transcriptome analysis**.

**S. No**.	**Query type**	**Genes**		**Exons**
1	Analysis type	Gene level differential expression analysis		Exon level differential expression analysis
2	Array Type		AraGene-1_0-st	
3	Genome version		tair10	
4	Annotation file	aragene-1_0-st-v1.na33.3.tair10.transcript.csv		aragene-1_0-st-v1.na33.3.tair10.transcript.csv
				aragene1_0-st-v1.na33.2.tair10.probeset.csv
5	Total number	28403		171941
6	Differentially expressed	704		4900
7	Up regulated (Exp. Vs. Con)	492		2690
8	Down regulated (Exp. Vs. Con)	212		2210
9	Algorithm		One-Way between-subject ANOVA (unpaired)	
10	Default filter criteria 1		Fold change (linear) < -2 or fold change (linear) > 2	
11	Default filter criteria 2		ANOVA *p*-value (condition pair) < 0.05	

### General annotation of DEGs in response to AuCl^−^_4_

We described the functional roles of genes that shared a similar family and/or category on the basis of available literature and annotations. Glutathione-S-transferases (GSTs) were the major detoxifying enzymes that catalyze the conjugation of reduced glutathione to different cytotoxic substrates and subsequently transport into the vacuole in an ATP-dependent manner. These genes are induced by a number of metabolic processes, as well as in response to stress, heavy metals or plant hormones (auxin/jasmonic acid) (Mars, 1996; Chakrabarty et al., 2009). Additionally, some GSTs also showed glutathione peroxidase activity, strengthening their role in antioxidant metabolism (Mars, 1996). Nineteen members belonging to the GSTs family were differentially regulated (Supplementary File 1). 

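By symbol or description, 21 features of the authors' deposited table belong to this family, 19 upregulated by 2.12- to 9.6-fold and 2 downregulated. All 21 had an FDR at or under 0.05, and 18 had a derived confidence interval wholly beyond a 2-fold change. The upregulated share was 90.5%, against 65.8% of the other features that name a gene (two-sided Fisher's exact test, p = 0.0177). After Benjamini-Hochberg adjustment over the 11 gene families tested, p was 0.123. With a fold change threshold of 3, which moved this family most, the share was 88.9%. No family of the 11 passed an adjusted p of 0.05 under the settings tried. Family members have similar sequences, and signal shared between them was not tested.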

Most of the members belong to GST-tau and GST-phi, GST-lambda class (Wagner et al., 2002). These proteins were classified under multiple GO categories, for example, metabolic process, cellular process, response to stimulus or stress or biotic stimulus, secondary metabolic process, catabolic process and lipid metabolic process (Supplementary File 3). 

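The tau class holds 14 of these features, all upregulated, with 45 differentially expressed exons. The phi class holds 5, with 3 upregulated and 2 downregulated, and the lambda class a single gene, GSTL1, which rose 2.72-fold with an FDR of 0.00944 in the authors' deposited table and was picked out after its value was seen. GSTU24 rose 9.6-fold from a log2 signal of 5.67 to 8.93 in the authors' deposited table, with a derived interval from 8.44- to 10.9-fold.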

Members of Phi class, were reported to show Co or Cu ion binding activity (Supplementary File 3). 

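GSTF14 (AT1G49860) lies on chromosome 1 from 18458666 to 18459906. Its log2 signal was 11.63 in control and 9.42 in gold-treated roots in the authors' deposited table, with p = 2.34e-07 and an FDR of 0.000597. The signal fell by 2.21 on the log2 scale, and the derived 95% interval of the fall runs from 4.36- to 4.9-fold. All 3 of its differentially expressed exons were downregulated, by 3.18- to 5.38-fold. It had the fifth largest fall among the features that name a gene.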

An important member of GST phi class, AT1G49860 (GSTF14), was found to be downregulated by 4.4-fold, and involved in anion transport, lateral root development, and root hair cell differentiation (Supplementary File 1). Altogether, these observations suggest a possibility of GSH-based detoxification and reduction of ionic Au species into 0 valent non-ionic, non-reactive form.

Seven members of beta-glucosidase gene family were upregulated at varying levels (Supplementary File 1). 

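Beta-glucosidases matched by symbol or description number 9 in the authors' deposited table, 8 of them upregulated by 2.02- to 26.1-fold. The downregulated one, BGLU35 (myrosinase 5), fell by 2.02-fold with an FDR of 0.124 and was picked out after its value was seen. The derived interval lay wholly beyond a 2-fold change for 6 of the 9. The upregulated share of 88.9% was not distinguishable from the 66.3% of the other features (two-sided Fisher's exact test, p = 0.284, adjusted p = 0.522).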

The expression patterns of these classes of genes were reported to alter according to the change in the level of sugar inside the cell (Lee et al., 2007). 

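DIN2 (AT3G60140), described as beta-glucosidase 30, lies on chromosome 3 from 22216672 to 22220824. Its log2 signal rose from 7.17 in control to 11.87 in gold-treated roots in the authors' deposited table (p = 2.04e-07, FDR 0.000597). The derived interval of the rise runs from 23.0- to 29.4-fold. All 11 of its differentially expressed exons were upregulated, by 15.0- to 57.5-fold, so the size of the change differed between exons more than the interval of the gene. It had the largest rise of the 629 features that name a gene, ahead of CYP82C2, whose interval overlaps it.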

The beta-glucosidase 30 was expressed at the highest level (26-fold) and known for hydrolysing o-glycosyl compounds and modified cell walls (Fujiki et al., 2001). Additionally, deglucosylating activities of these enzymes may regulate the activity of a glucosylated forms of a plant hormone. 

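AT3G05155 and AT3G05160 lie close together on chromosome 3, from 1448570 to 1451213 and from 1453106 to 1457150, and are described as sugar transporters ERD6-like 9 and 10. They fell by 2.14- and 2.2-fold in the authors' deposited table, with FDR values of 0.00711 and 0.1. AT4G04760, picked out after its value was seen, fell by 2.37-fold in the same table. The derived interval reached inside a 2-fold change for all 3 genes. Their direction against all other features gave p = 0.0369 (two-sided Fisher's exact test) and an adjusted p of 0.123. The falls of these 3 genes do not hold for sugar transporters as a whole. AT3G14770, also counted as a sugar transporter, rose 7.36-fold. MSS1, described as sugar transport protein 13 and picked out after its value was seen, rose 2.49-fold (FDR 0.00114) in the same table.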

Three other sugar transporters, members of the ERD6 family, were downregulated (Supplementary File 1). These observations suggest that the gold (AuCl^−^_4_) exposure could change the level of sugar inside the cell, triggering sugar associated signaling.

Cytochrome P450 is a stress responsive super gene family, comprising 267 members in *Arabidopsis*, and plays a variety of roles in biological processes like oxidation-reduction and detoxification of xenobiotics (Chakrabarty et al., 2009; Liu et al., 2010). These proteins share a class under metabolic, cellular process and response to stress or stimulus. Twenty members of this family were differentially regulated, in which 13 were up- and 7 were downregulated (Supplementary File 1). 

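The upregulated share of the 20 features was 65.0%, near the 66.7% of the other features that name a gene (two-sided Fisher's exact test, p = 1). Rises ranged from 2.04- to 22.7-fold and falls reached 2.7-fold in the authors' deposited table. The highest FDR was 0.029. The derived interval was wholly beyond a 2-fold change for 10 of the 20.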

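CYP82C2 (AT4G31970) lies on chromosome 4 from 15462408 to 15464358. The log2 signal was 7.71 in control and 12.22 in gold-treated roots (p = 1.29e-07) in the authors' deposited table. The derived interval of the rise runs from 20.5- to 25.3-fold, and 2 of its exons were differentially expressed, with rises of 9.78- and 29.0-fold.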

The highest expression was 22.7-fold for cytochrome P450, family 82, subfamily C, polypeptide2 (AT4G31970), which was known to induce under hypoxia condition and shows jasmonate-induced root growth inhibition, electron carrier, oxido-reductase and oxygen binding activity (Liu et al., 2010).

Four auxin response related genes were upregulated, signifying AuCl^−^_4_-induced auxin signaling (Supplementary File 1). 

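Genes whose description names auxin number 6 in the authors' deposited table, with 4 upregulated by 2.56- to 14.1-fold and 2 downregulated by at most 2.32-fold. All 6 had an FDR at or under 0.021. The upregulated share of 66.7% was that of the other features (two-sided Fisher's exact test, p = 1). The upregulated ones are AT1G60750, AT5G13370, AT1G76520 and AT2G17500, the last picked out after its value was seen. The paper proposes from the upregulated genes that AuCl4− induces auxin signaling.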

AT1G60750 locus encodes an auxin-induced atb2-like protein involved in metabolic processes such as oxidation and reduction. 

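AT1G60750, on chromosome 1 from 22362293 to 22363854, rose from a log2 signal of 5.99 to 9.8 in the authors' deposited table, with an FDR of 0.00136. The derived interval was 11.2- to 17.5-fold, and its 3 differentially expressed exons rose by 12.2- to 19.9-fold.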

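The gene AT5G13370, on chromosome 5 from 4286819 to 4289554, had log2 signals of 6.14 in control and 8.13 in gold-treated roots (FDR 0.00279) in the authors' deposited table. Derived from these, the interval was 3.23- to 4.9-fold, and all 5 of its differentially expressed exons were upregulated.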

AT5G13370, an auxin responsive GH3 family protein, was reported to induce in response to auxin stimulus (Takase et al., 2003). 

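For AT1G76520, on chromosome 1 from 28715078 to 28717416, the log2 signal went from 8.74 to 10.46 (FDR 0.000816) in the authors' deposited table. Its derived interval was narrow, 3.09- to 3.5-fold, while its 12 differentially expressed exons, all upregulated, ranged from 2.38- to 7.27-fold.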

AT1G76520, an auxin efflux carrier protein, possesses auxin-hydrogen symporter activity and is involved in auxin polar transport and localization (Barbez et al., 2012). Recently, in one of our studies we showed the progressive reduction of primary root length and meristematic activity of primary and lateral roots under higher concentrations of AuCl^−^_4_ (Jain et al., 2014). Overall, the upregulation of these genes suggest the importance of AuCl^−^_4_ mediated-auxin response, which has the capacity to modulate the root system architecture (Jain et al., 2014).

Fourteen different methyl transferases (MTs) were differentially regulated. 

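Methyltransferases matched by symbol or description number 15 in the authors' deposited table, 10 upregulated by 2.04- to 5.98-fold and 5 downregulated by at most 2.98-fold. The derived interval was wholly beyond a 2-fold change for 10 of them, and 14 had an FDR at or under 0.05. The upregulated share of 66.7% was the same as in the other features (two-sided Fisher's exact test, p = 1).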

Six members of S-adenosyl methionine (SAM) -dependent MTs, two members of O-methyl-transferase protein and two others were upregulated (Supplementary File 1). 

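Features described as SAM-dependent number 9, of which 6 were upregulated and 3 downregulated, with 39 differentially expressed exons in all. The highest of them in the authors' deposited table was AT5G37970, on chromosome 5 from 15123089 to 15124684, with log2 signals of 3.98 and 6.56 and an FDR of 0.0151. Its low control signal came with a wide derived interval, 3.23- to 11.1-fold. Features described as O-methyltransferase number 4, all upregulated; for 2 of them, one annotated with LUT1 and AT3G53140 and the other with AT1G33030 and AT1G33020, the signal cannot be given to one gene alone. The second of these was picked out after its value was seen.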

SAM is a well-known methyl donor, suggesting the significance of the methylation event in response to gold. These results are in agreement with an earlier study in which a microorganism exposed to AuCl^−^_4_ exhibited upregulation of several MTs, suggesting the possibility of Au methylation as a conserved detoxification mechanism (Reith et al., 2009).

Three members of ABC transporter G family were upregulated (Supplementary File 1). 

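The ABC transporter G family features in the authors' deposited table are PDR12, AT3G55090 and PDR3, with rises of 9.59-, 2.36- and 2.3-fold, the last 2 picked out after their values were seen. Together they hold 49 differentially expressed exons. Over all 5 features described as ABC transporters, 4 rose, a share of 80.0% that was not distinguishable from the other features (two-sided Fisher's exact test, p = 0.669).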

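PDR12 (AT1G15520), described as ABC transporter G family member 40, lies on chromosome 1 from 5331858 to 5338326. Its log2 signal was 7.3 in control and 10.56 in gold-treated roots (FDR 0.000744) in the authors' deposited table. With a derived interval of 8.52- to 10.8-fold, the rise was shared by all 21 differentially expressed exons, which rose by 4.64- to 16.8-fold.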

One member, PDR12, was reported to be induced in response to auxin, ABA, ethylene, cyclopentenone, jasmonic, and salicylic acid (Lee et al., 2005; Kang et al., 2010). Additionally, it was known to take part in transportation of Pb, ABA, and terpenoids, revealing some new possibilities with respect to AuCl^−^_4_ transport (Lee et al., 2005; Kang et al., 2010).

A large gene family of at least 56 members encoding MATE-related proteins was identified from the *Arabidopsis* genome (Tiwari et al., 2014). MATE are known to play various roles, such as disease resistance, trafficking of secondary metabolites into the vacuole, and exporting out the small organic molecules like citric acid to sequester metal ions or iron transport and distribution in the plants (Tiwari et al., 2014). 

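Features described as MATE efflux proteins rose by 2.05- to 8.51-fold in the authors' deposited table, and none fell. The derived interval lay wholly beyond a 2-fold change for 3 of the 5. With so few members this direction was not distinguishable from that of the other features (two-sided Fisher's exact test, p = 0.175, adjusted p = 0.385). AT1G71140, on chromosome 1 from 26824677 to 26826748, rose most (FDR 0.000747). AT4G23030, AT5G17700 and AT3G21690, picked out after their values were seen, rose by 3.54-, 3.02- and 2.07-fold in the same table.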

In the present study, five members of the MATE gene family were upregulated (Supplementary File 1). Of these, an important gene, ATDTX1, was earlier identified as a detoxifying efflux carrier exporting toxic compounds outside the cell (Li et al., 2002).

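ATDTX1 is listed as TX1 (AT2G04040), on chromosome 2 from 1334512 to 1336489. Its log2 signal was low, 4.03 in control and 5.06 in gold-treated roots (FDR 0.0206), in the authors' deposited table. The derived interval, 1.54- to 2.7-fold, reaches inside a 2-fold change, and a single exon was differentially expressed.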

Sulfate transporters are shown to be induced under sulfur starvation, as well as against the exposure of heavy metals (Chakrabarty et al., 2009). Sulfur is the vital part of S-rich non-protein thiols like GSH and phytochelatins, known to exhibit heavy metal tolerance and accumulation (Shukla et al., 2012, 2013a,b). Interestingly, the expression of two members of the phytochelatin synthase (PCS) gene family was modulated <2-fold in the present study, indicating the role of PCs in the detoxification of Au (data not shown). In this case, sulfate transporter 3.1 encoding a chloroplast localized transmembrane protein was also upregulated by 6.5-fold (Supplementary File 1), similar to that reported by Cao et al. (2013). 

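No feature described as phytochelatin synthase is in the authors' deposited tables, with 0 genes and 0 exons found. These tables list only features that changed by more than 2-fold, so a smaller change cannot be read from them.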

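SULTR3;1 (AT3G51895), on chromosome 3 from 19251287 to 19255760, rose from a log2 signal of 6.25 to 8.96 (FDR 0.000597) in the authors' deposited table. The derived interval was 6.03- to 7.1-fold, and its 13 differentially expressed exons all rose.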

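SULTR3;5 (AT5G19600), on chromosome 5 from 6612815 to 6616997, had log2 signals of 7.1 in control and 9.36 in gold-treated roots (FDR 0.00112) in the authors' deposited table, with a derived interval of 4.27- to 5.4-fold. All 12 of its differentially expressed exons rose. The third sulfate transporter feature, AST56 (sulfate transporter 2.2), fell by 2.6-fold in the same table and was picked out after its value was seen.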

Another member, sulfate transporter 3.5 was upregulated by 4.8-fold and known to be involved in root to shoot transport of sulfates. Induction of these transporters may suggest the enhanced requirement of S-containing non-protein thiols against the oxidative stress caused by AuCl^−^_4_ exposure.

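PHT3;2 (AT3G48850) lies on chromosome 3 from 18114526 to 18116499, with log2 signals of 5.75 and 7.36 and an FDR of 0.0101 in the authors' deposited table. Its rise of 3.05-fold has a derived interval from 2.21- to 4.2-fold, and 3 exons rose with it.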

A phosphate transporter 3.2, which encodes a mitochondrial phosphate transporter 2 (MPT2), reported to be induced in response to ethylene stimulus, was upregulated (Supplementary File 1). Nodulin, a group of MTN21-like transporter family proteins involved in the transport of multiple amino acids, were upregulated (Supplementary File 1). Similarly, a transmembrane amino acid transporter, (AT1G08230), which codes for an H^+^ driven, high affinity gamma-aminobutyric acid (GABA) transporter localized at plasma membrane, was upregulated (Supplementary File 1). 

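The features described as nodulin number 3, all upregulated, with 40 differentially expressed exons. AT3G14770, a gene of the heat map in Figure 3, AT3G56620 and AT4G28040 rose by 7.36-, 4.22- and 2.13-fold in the authors' deposited table, the last 2 picked out after their values were seen. The first is described as MtN3-like and the other two as MtN21-like, and the feature of AT4G28040 is annotated with TET7 as well.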

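AT1G08230, on chromosome 1 from 2583654 to 2586744, rose 2.16-fold from a log2 signal of 8.42 to 9.54 (FDR 0.00344) in the authors' deposited table. The derived interval, 1.9- to 2.5-fold, reaches inside a 2-fold change, and all 4 differentially expressed exons rose.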

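By description, 2 peptide or nitrate transporters are in the authors' deposited table, AT1G72140 with a rise of 2.1-fold (FDR 0.00286) and AT5G46040 (PTR3-B), whose signal fell by 2.78-fold (FDR 0.00359). Both were picked out after their values were seen. They hold 15 differentially expressed exons.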

Some putative oligo-peptide transporters (OPTs), known for the transport of peptides/nitrates having the probability of metal binding, were upregulated (Supplementary File 1). Interestingly, two heavy metal associated domain containing transporters, were also up- and downregulated. It appears that the treatment of gold (Au) also upregulated some transporters, which are relatively new or less characterized.

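AT1G29000, on chromosome 1 from 10113018 to 10114340, rose 2.02-fold (FDR 0.00487), and AT5G48290, on chromosome 5 from 19568896 to 19569799, fell by 2.13-fold (FDR 0.00229) in the authors' deposited table; both were picked out after their values were seen. The pair holds 13 differentially expressed exons.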

### Identification of transcription factors from DEGs

In order to shed light on the regulatory genes modulated by the AuCl^−^_4_ treatment, we separated the list of transcription factors from DEGs using an *Arabidopsis* transcription factor identification web-based tool (http://arabidopsis.med.ohio-state.edu/AtTFDB/). We found a total of 57 transcription factors that were differentially expressed in the present experiment (Table 2). 

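Each of the 57 loci of Table 2 was found in the authors' deposited table, 45 upregulated and 12 downregulated. The upregulated share was 78.9%, against 65.4% of the other 572 features that name a gene, an odds ratio of 1.99 (two-sided Fisher's exact test, p = 0.0397). These values are for the list of Table 2 as it stands. It holds AT3G05155 and AT3G05160, described in the array annotation as sugar transporters and also counted with the ERD6-like sugar transporters. It holds LRX1 too, described as a leucine-rich repeat extensin-like protein, and all of these were downregulated. Upregulated loci of the list can have other descriptions as well, such as AT5G42200, an E3 ubiquitin-protein ligase, and AT5G05530, a RING/U-box domain-containing protein. The former rose 2.31-fold and the latter 2.4-fold in the authors' deposited table. With a fold change threshold of 3, which moved the upregulated share most, 10 transcription factors were left, all upregulated. The difference from the other features was then no longer past the test's threshold. Most changes were small, with a median of 2.31-fold. The derived interval lay wholly beyond a 2-fold change for 24 of the 57. The paper takes this number of regulatory proteins as a sign of their role in modulating the transcriptome.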

The high number of expressed regulatory proteins in this experiment indicates their important role in transcriptome modulation. Of these, the maximum number (10) was represented by the members of AP2 domain containing ethylene-responsive element binding proteins (AP2-EREBP) and NAC domain containing proteins. 

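Both families had 9 upregulated members and 1 downregulated. Rises in AP2-EREBP went from 2.1- to 4.26-fold, and in NAC from 2.2- to 5.01-fold, in the authors' deposited table. AT1G71520 led the first family, with a derived interval of 3.86- to 4.7-fold, and NAC004 the second, with 3.37- to 7.4-fold. Their intervals overlap, so the order of these 2 genes is not resolved.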

Generally, the AP2EREBP gene family was known to be involved in plant responses to drought, cold, salt, and ABA signaling (Mishra et al., 2013, 2014). Interestingly, a member of the AP2-EREBP family (At5g64750), was reported to induce by ABA treatment but functions as a transcriptional repressor of ABA response (Pandey et al., 2005). 

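ABR1 (AT5G64750) lies on chromosome 5 from 25891506 to 25893888. Its log2 signal was 9.43 in control and 11.23 in gold-treated roots (FDR 0.00153), a rise of 3.49-fold, in the authors' deposited table. The interval derived for it was 3.08- to 3.9-fold, and its 4 differentially expressed exons rose.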

Members of the NAC gene family were reported to associate with plant senescence (Shibuya et al., 2014). Recently, Christiansen and Gregersen (2014) showed that the NAC TF binds with the CGT motif. It is worth stating that CGT motif shares a part with the abscisic acid responsive core element (ABRE), ACGT. 

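Among the MYB genes of Table 2, 3 were upregulated and 3 downregulated. MYB62 rose 7.77-fold (FDR 0.0101), the largest rise among the transcription factors in the authors' deposited table, with a wide derived interval of 4.3- to 14.1-fold. For MYB112, MYB2, MYB66, MYB55 and MYB18 the derived interval reached inside a 2-fold change. MYB55 fell by 2.08-fold with an FDR of 0.0575, and no exon of MYB18 was differentially expressed.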

Six members of the R2R3-MYBs gene family were differentially expressed in *Arabidopsis*; these are known to be involved in abiotic stress response. 

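The 5 WRKY features were all upregulated, by 2.1- to 2.72-fold in the authors' deposited table. WRKY31 had a derived interval of 2.6- to 2.9-fold, wholly beyond a 2-fold change. The intervals of WRKY70, WRKY8, WRKY28 and WRKY63, listed as ABO3, reached inside it. ABO3 (AT1G66600) had the lowest signal, 4.03 in control and 5.3 in gold-treated roots on the log2 scale, in the authors' deposited table. In all 5 genes each differentially expressed exon rose.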

Five members of the WRKY gene family were differentially regulated as well, of which WRKY70 and WRKY63 were earlier reported to be involved negatively in leaf senescence and ABA response, respectively (Ren et al., 2010; Besseau et al., 2012). WRKY8, and WRKY31 were reported to be involved in jasmonate signaling (Schluttenhofer et al., 2014). WRKY28 is responsive to drought, salt, and oxidative stress (Tripathi et al., 2014). Some other members of different regulatory gene families were also expressed, such as C2H2 zinc-finger, Homeobox HDZIP, bHLH, C3H, Trihelix, C2C2-CO-like and GRAS etc. Overall, a common signaling event associated with these regulatory proteins is senescence. Hence, it may be possible that abscisic acid (ABA) is playing a key role in mediating plant responses against the AuCl^−^_4_ challenge.

**Table 2:** **List of transcription factors regulated during AuCl^−^_4_ treatment**.

**TF family name**	**TF locus Id**	**Protein name**	**Sub family**	**Gene name, synonym**
AP2-EREBP	At1g71520		NA	
AP2-EREBP	At5g64750		NA	ABR1
AP2-EREBP	At2g38340		NA	
AP2-EREBP	At2g33710		NA	
AP2-EREBP	At2g40340		NA	
AP2-EREBP	At1g22810		NA	
AP2-EREBP	At1g22985		NA	
AP2-EREBP	At3g23230		NA	
AP2-EREBP	At3g11020		NA	DREB2, DREB2B
AP2-EREBP	At4g13620		NA	
NAC	At1g02230		NA	ANAC004
NAC	At1g52890		NA	ANAC019
NAC	At5g39610		NA	ANAC092, ATNAC2, ATNAC6
NAC	At2g43000		NA	anac042
NAC	At3g15500		NA	ANAC055, ATNAC3
NAC	At1g77450		NA	anac032
NAC	At5g63790		NA	ANAC102
NAC	At1g28470		NA	ANAC010, SND3
NAC	At4g27410		NA	ANAC072, RD26
NAC	At5g39820		NA	anac094
MYB	At1g68320	AtMYB62	R2R3-MYBs	AtMYB62, BW62B, BW62C, MYB62
MYB	At1g48000	AtMYB112	R2R3-MYBs	AtMYB112, MYB112
MYB	At2g47190	AtMYB2	R2R3-MYBs	ATMYB2, MYB2
MYB	At5g14750	AtMYB66	R2R3-MYBs	ATMYB66, WER, WER1
MYB	At4g01680	AtMYB55	R2R3-MYBs	AtMYB55, MYB55
MYB	At4g25560	AtMYB18	R2R3-MYBs	AtMYB18, LAF1
WRKY	At4g22070	AtWRKY31	NA	AtWRKY31, WRKY31
WRKY	At1g66600	AtWRKY63	NA	AtWRKY63, WRKY63
WRKY	At4g18170	AtWRKY28	NA	AtWRKY28, WRKY28
WRKY	At5g46350	AtWRKY8	NA	AtWRKY8, WRKY8
WRKY	At3g56400	AtWRKY70	NA	ATWRKY70, WRKY70
bHLH	At4g25400	AtbHLH118	NA	
bHLH	At1g62975	AtbHLH125	NA	
bHLH	At4g20970	AtbHLH162	NA	
C2C2-CO-like	At4g27310		NA	
C2C2-CO-like	At5g57660		NA	COL5
C2C2-CO-like	At5g54470		NA	
C2C2-Dof	At1g69570		NA	
C2H2	At5g60470		NA	
C2H2	At3g28210		NA	PMZ
C2H2	At2g21400		NA	SRS3
C2H2	At3g49930		NA	
C2H2	At3g05155		NA	
C2H2	At3g05160		NA	
C3H	At5g05530		NA	
C3H	At5g42200		NA	
C3H	At1g14200		NA	
C3H	At5g55970		NA	
Homeobox	At1g70920		HD-Zip II	ATHB18
Homeobox	At3g61890	AtHB12	HD-Zip I	ATHB-12, ATHB12
Trihelix	At5g01380		NA	GT-3a
Trihelix	At1g12040		NA	LRX1
MADS	At1g17310		TypeI	AGL100
NLP	At2g43500	AtNLP8	NA	
RAV	At3g25730		NA	
G2-like	At5g45580		NA	
GRAS	At3g13840	AtGRAS16	NA	

### Singular enrichment analysis (SEA) of DEGs

To discern the relevant biological meaning, SEA was performed on the DEGs using an AgriGO analysis tool (Supplementary File 3). 

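The gene lists of 42 of the 79 terms are complete in the copy of Supplementary File 3 used here, and those of the other 37 are shortened and were not tested. All 280 loci of the complete lists are in the authors' deposited table. For each of the 42 terms, the upregulated and downregulated members were set against all other loci of the table, which names 636 loci (two-sided Fisher's exact test, Benjamini-Hochberg adjustment over the 42 terms). The direction differed past an adjusted p of 0.05 for 15 terms, of which 13 had a higher upregulated share. Many terms share members and are not independent. With a fold change threshold of 3, which moved this most, the number was 2. Since the terms were chosen by enrichment in these same genes, the test concerns only their direction. An enrichment against the genome was not recomputed.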

Seventy-nine significantly (FDR < 0.04) enriched GO terms were grouped under three functional categories: biological process (BP); cellular component (CC); and molecular function (MF) (Supplementary Figure 1). Of these, 23 GO terms, which were biologically relevant with the present experiment and objective, were displayed in Figure 2. The response of plant hormones, such as cyclopentenone, an intermediate of jasmonic acid, ethylene, and abscisic acid, appears to be upregulated. 

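The paper lists 33 genes for cyclopentenone and 31 for ethylene, and the direction of these members was not tested because their lists are shortened in the copy used here. The 30 members of the abscisic acid term are all listed. Of these, 27 were upregulated, by up to 10.2-fold, and 3 downregulated, by up to 3.95-fold, in the authors' deposited table. The upregulated share of 90.0%, against 65.0% of the other loci, gave an odds ratio of 4.84 (two-sided Fisher's exact test, p = 0.0047, adjusted p = 0.022).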

The ABA associated response, oxidative stress, metal ion binding, transport and glutathione binding were also found to be upregulated. This data suggest that AuCl^−^_4_ treatment may trigger ABA specific response, which could potentially modulate the expression of large set of genes. 

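Of 28 members of organic acid transport, 25 were upregulated and 3 downregulated in the authors' deposited table (two-sided Fisher's exact test, adjusted p = 0.0274). All 5 members of glutathione binding were upregulated, but with so few members the direction was not distinguishable from that of the other loci (Fisher's exact test, p = 0.173, adjusted p = 0.251). Heme binding had 18 upregulated and 11 downregulated members, near the share of the other loci (Fisher's exact test, adjusted p = 0.761). The list for metal ion binding is shortened in the copy used here and was not tested. The paper proposes from these terms that the treatment may trigger an ABA specific response.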

Water deprivation, heat, hypoxia and aging are associated with the ABA-mediated signaling, strengthening the ABA specific response. Moreover, ethylene and ABA do cross talk with each other at several points and together may generate these responses. 

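Of the 30 members of the water deprivation term, 29 were upregulated in the authors' deposited table (two-sided Fisher's exact test, adjusted p = 0.000739). All 24 members of the heat term were upregulated, by up to 4.31-fold (Fisher's exact test, adjusted p = 0.000739), as were all 14 of aging (adjusted p = 0.0188). Hypoxia had 13 upregulated and 2 downregulated members, and this share of 86.7% was not distinguishable from the 65.7% of the other loci after adjustment (Fisher's exact test, p = 0.104, adjusted p = 0.161).

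**Figure D2:**
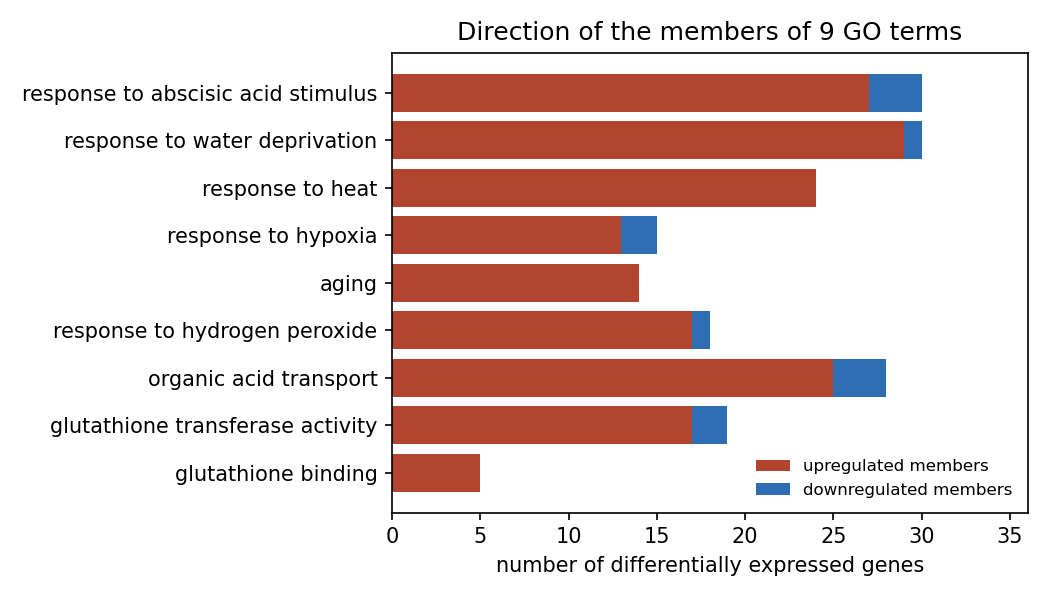
Number of upregulated (red) and downregulated (blue) members, on the horizontal axis, of 9 GO terms that the paper discusses and whose gene lists are complete. Downregulated members are few in each term and absent for heat, aging and glutathione binding.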

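For the term response to hydrogen peroxide, 17 of 18 members were upregulated, by up to 4.2-fold, and the remaining one fell by 2.26-fold in the authors' deposited table. The upregulated share was 94.4%, against 65.4% of the other loci (two-sided Fisher's exact test, p = 0.00953, adjusted p = 0.0316).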

Toxicity of gold solution may produce oxidative stress similar to other toxic heavy metals, and upregulation of H_2_O_2_ response is a sign of oxidative stress. The plant produces non-enzymatic antioxidant molecules such as GSH, ascorbic acid and secondary metabolites to combat the oxidative stress. In this study, glutathione appeared to be a key player for reducing the oxidative stress. 

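The term glutathione transferase activity has 19 members, 17 upregulated and 2 downregulated in the authors' deposited table. Their upregulated share of 89.5% against 65.5% of the other loci gave p = 0.0279 (two-sided Fisher's exact test), which did not pass the threshold of 0.05 after adjustment (adjusted p = 0.0646).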

A significant upregulation of GST activity opens the possibility of conjugation of GSH with toxic metabolites like ROS, or possibly AuCl^−^_4_, to sequester them into the vacuole for detoxification (Figure 2).

**Figure 2:**
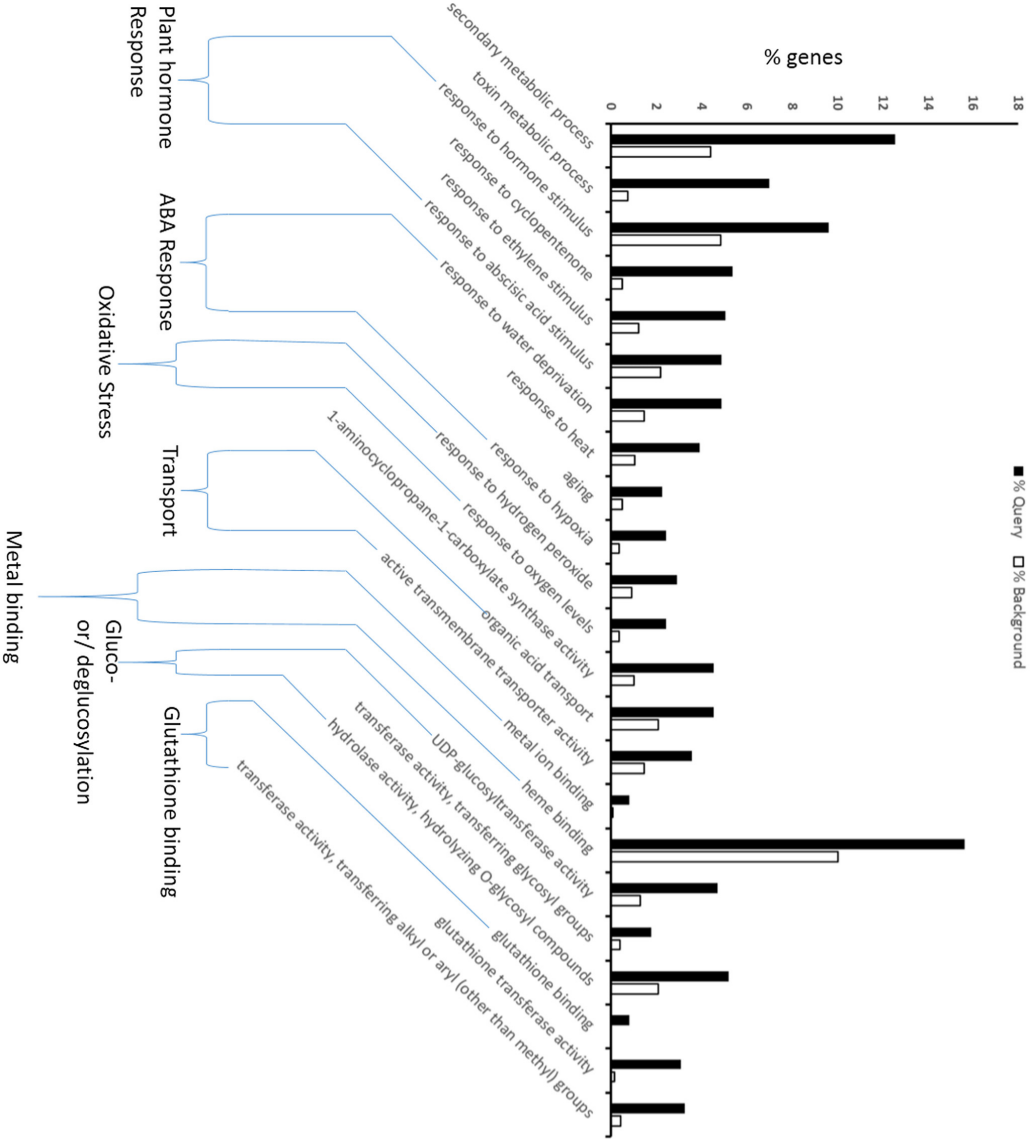
**GO enrichment analysis for differentially regulated genes during gold treatment (AuCl^−^_4_)**. The analysis shows the ABA and Glutathione related processes were affected. The Singular Enrichment Analysis (SEA) of up- and downregulated genes with their GO IDs was performed using the agriGO analysis tool under customized mode, *P* < 0.05 and minimum 5 mapping entries. The black bar shows the fraction of query genes for particular GO term out of total no. of query genes, and the white bar provides the similar information with respect to genes present in background (whole genome). Please see details in Materials and Methods.

### Comparative expression profile of key genes under AuCl^−^_4_ and toxic heavy metal

The effect of AuCl^−^_4_ on plant gene expression is largely elusive, however, the research on plant-based synthesis of Au nanoparticles has started to show results. 

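In the authors' deposited table, 43 features that name a gene rose by more than 5-fold. Supplementary File 4 lists 39 genes, of which 38 were matched, 29 by symbol and 9 by a synonym. The Au value of each of the 38 equals the log2 fold change of the deposited table within 0.02. GSTF2 was not matched, and its Au value is that of GSTF3.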

In order to differentiate the AuCl^−^_4_ specific genetic response from toxic heavy metal(loid)s like arsenic (As) and cadmium (Cd), we constructed a heat map by taking 39 genes on the basis of high expression cut off (>5-fold) under AuCl^−^_4_ exposure as well as their presence under Cd and As exposure (Supplementary File 4). In general, all these genes were highly upregulated in the presence of AuCl^−^_4_. 

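The lowest rise among the 38 matched genes was 5.04-fold, and the median Au value over all 39 was 2.89 on the log2 scale. The feature listed as AT4G03410 rose 9.26-fold in the authors' deposited table, but its position, on chromosome 3 from 22881807 to 22881878, is that of a glutamine tRNA gene in the TAIR10.1 annotation, on a chromosome other than that of the gene it is named for.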

Contrastingly, they were found to be downregulated in presence of As^V^ or Cd^II^ (Figure 3). These genes showed a significantly distinct expression profile in the presence of AuCl^−^_4_, compared to As^V^ and Cd^II^, suggesting that the interaction of AuCl^−^_4_ with plants is different. Since Au ions or nanoparticles possess distinct—physicochemical properties, it may generate a unique signature on the plant transcriptome.

**Figure 3:**
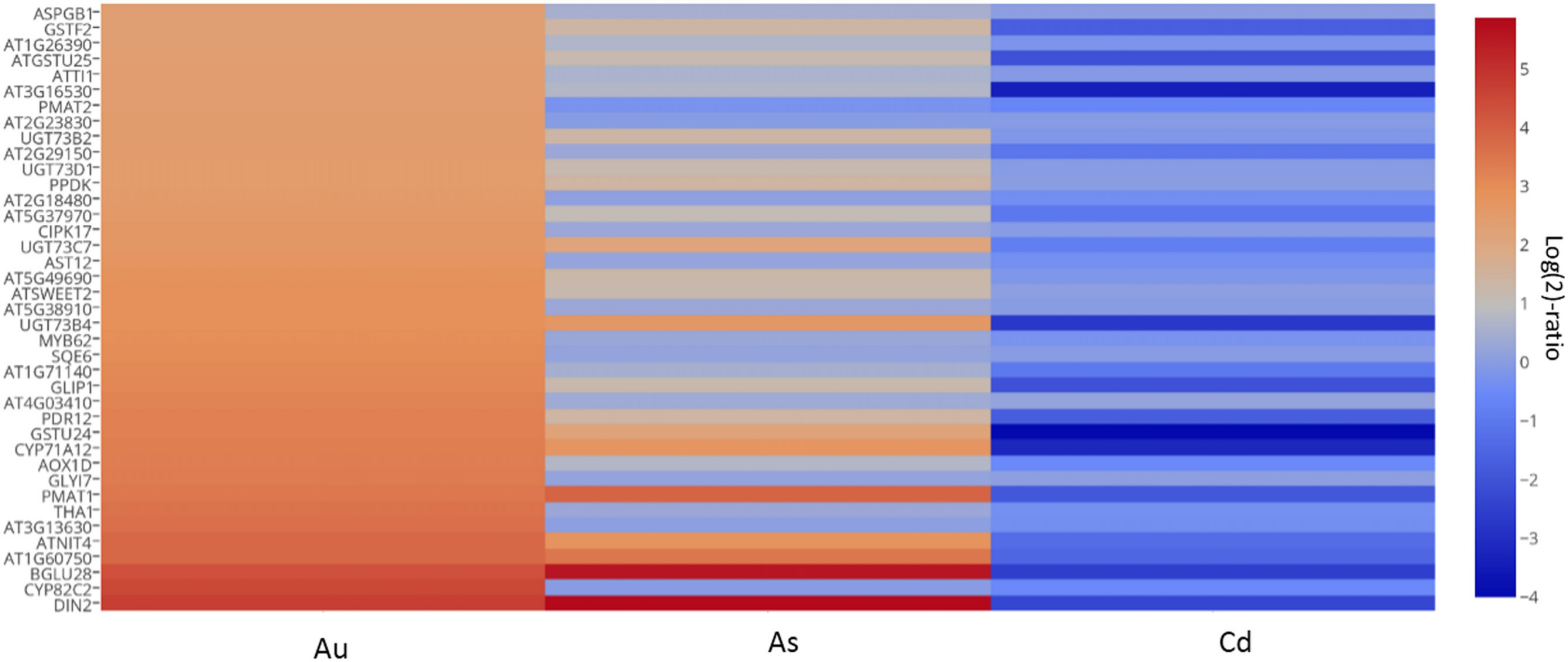
**Expression profile of higly expressed genes demonstrates a distinct Au response in comparison to As^V^ and Cd^II^**. Thirty nine genes, selected on the basis of their expression cut off (>5-fold) under the conditions of Au and heavy metal exposures, demonstrate significant differences in expression patterns under the three conditions. The log(2)-ratio expression values for As^V^ and Cd^II^ downloaded from the known database using the Genevestigator were combined with the values from the present data and a heat map was prepared using an online plot tool. Please refer to the Materials and Methods for more information.

### Validation of array data using qRT-PCR under AuCl^−^_4_, as well as for Ag and Cu exposure

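On the array, all 12 genes of Figure 4 were upregulated in roots, by 2.02- to 22.7-fold, with an FDR of at most 0.0272, in the authors' deposited table. The derived 95% interval lay wholly beyond a 2-fold change for 11 of the 12. The exception was the transducin gene AT1G18830, on chromosome 1 from 6489309 to 6494218, with log2 signals of 5.49 and 6.5 in the authors' deposited table and an interval from 1.48- to 2.7-fold. Every one of the 73 differentially expressed exons of these genes rose. AT3G13630, described as a hypothetical protein, rose 12.3-fold from a log2 signal of 4.71 in the authors' deposited table, with an interval of 10.4- to 14.5-fold, and GSTF3 rose 5.1-fold, with 4.11- to 6.3-fold. The qRT-PCR measurements of roots and shoots were not analysed here.

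**Figure D3:**
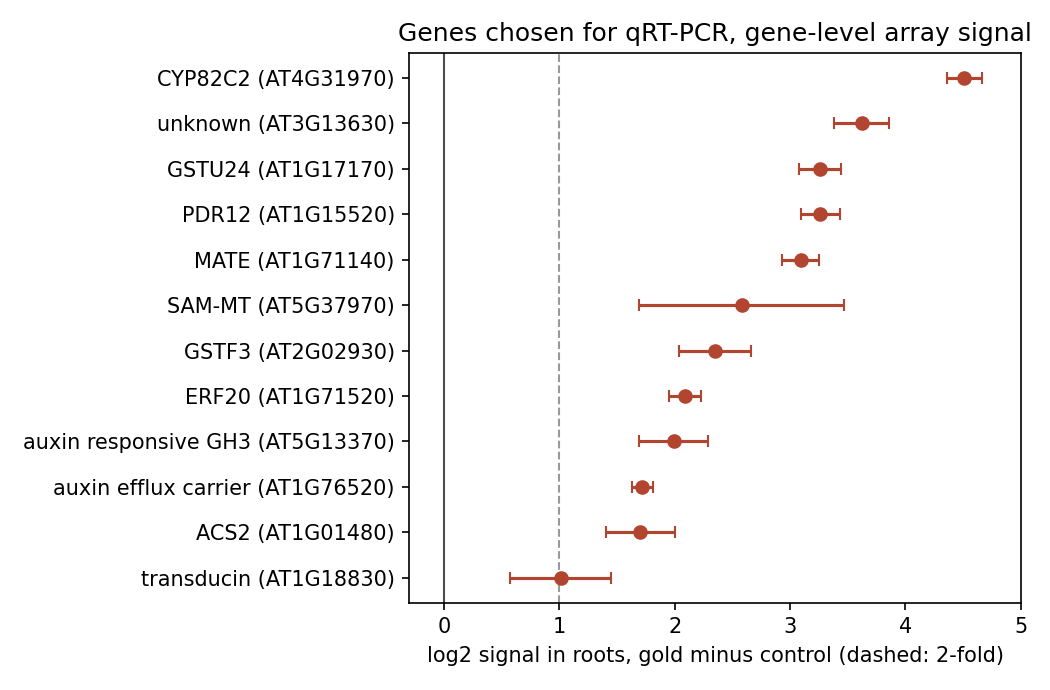
Difference of the log2 array signal in roots, gold minus control, for the 12 genes chosen for qRT-PCR. Points are the authors' deposited differences, bars the derived 95% intervals, and the dashed line marks a 2-fold change. All points lie to the right of it, and the bar of AT1G18830 crosses it.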

Twelve key genes, were selected on the basis of their possible role in Au- reduction, detoxification, plant hormone responses, signaling, transport, transcriptional regulation and unknown function for the validation of microarray data through quantitative RT-PCR (Figure 4). We performed the qRT-PCR separately for the root and shoot tissues to resolve tissue-specificity. Including Au, we chose metals sharing similar group in the periodic table (i.e., Ag, Cu) to test the metal specificity. The quantitative gene expression results correlated with the trend of regulation observed in the microarray experiment. In general, the expression level of genes was higher in root as compared to shoot (Figure 4). The transporters (PDR-12, MATE), and GSTs were more responsive to AuCl^−^_4_, compared to Ag and Cu, indicating probably their role in Au reduction or detoxification (Figure 4). Cytochrome P450 (AT4g31970, CYP82C2) was upregulated significantly in response to AuCl^−^_4_, indicating their involvement in detoxification (Figure 4). This enzyme possesses properties like oxidoreductase activity, acting on paired donors, with incorporation or reduction of molecular oxygen (Supplementary File 3). Expression of an auxin efflux carrier (AT1G76520) suggests the triggering of auxin mediated signaling. Expression of ethylene biosynthesis and signaling related genes: ACS2 (AT1G01480) and ERF20 (AT1G71520) points toward the Au-mediated induction of ethylene and ABA signal transduction (Figure 4). Surprisingly, a beta subunit of G protein, named here as transducin (AT1G18830), was upregulated in response to AuCl^−^_4_, Ag and Cu in a decreasing order (Figure 4). G protein coupled receptors are known to be involved in ABA reception (Nitta et al., in press). It can be hypothesized that the plant uses an ABA receptor, associated with G protein, and transduces signaling, modulating the expression of a large set of genes for adaptation purpose under AuCl^−^_4_ exposure (Yadav et al., 2013, 2014).

**Figure 4:**
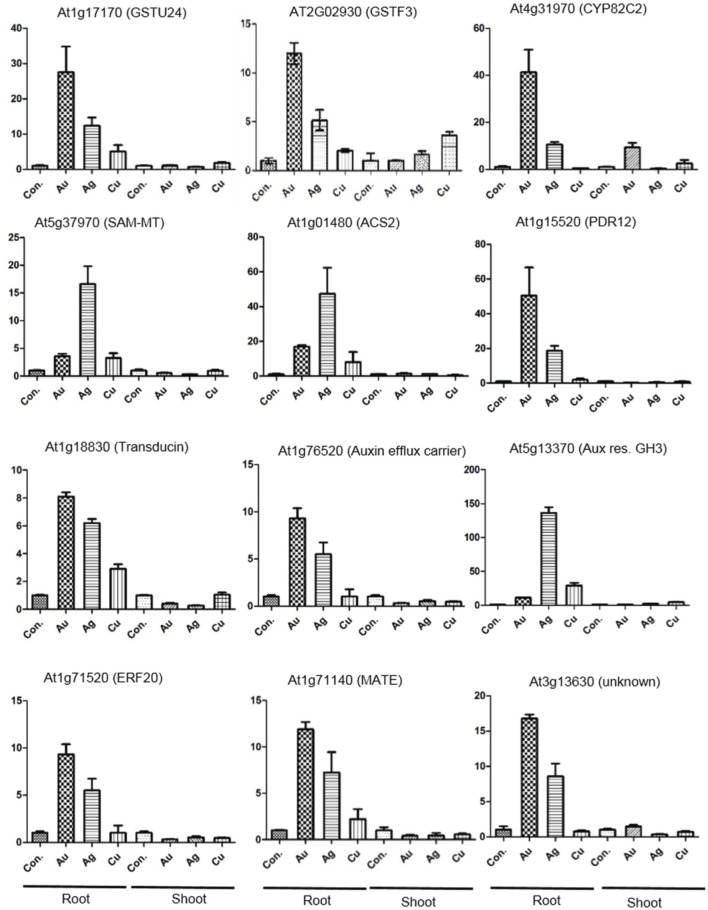
**Validation of the array data through qRT-PCR**. The expression analysis of the selected genes shows the positive correlation with the microarray data. qRT-PCR was carried out with root and shoot tissues of *Arabidopsis* exposed to AuCl^−^_4_, Ag^+^, and Cu^2+^, under similar experimental conditions used for the microarray analysis.

### Prediction of plant metabolic shift in response to AuCl^−^_4_

To visualize the effect of AuCl^−^_4_ in the context of metabolic pathways, we analyzed the DEGs using web-based analysis program, Plant MetGenMap (http://bioinfo.bti.cornell.edu/cgi-bin/MetGenMAP/home.cgi) and Plant Metabolic Network (http://pmn.plantcyc.org). 

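Among the ethylene biosynthesis genes, features described as 1-aminocyclopropane-1-carboxylate synthase number 3. ACS2 and ACS8 rose by 3.25- and 2.54-fold and ACS11 fell by 3.17-fold in the authors' deposited table. The derived interval of ACS2 was 2.65- to 4.0-fold, with 4 exons upregulated. For jasmonic acid, OPR1, OPR2, AOC1 and AOC2 rose by 2.67-, 2.58-, 2.38- and 2.11-fold in the authors' deposited table, the last with an FDR of 0.0563, while LOX2 fell by 2.44-fold (FDR 0.0133). For cytokinins DOGT1 rose by 2.75-fold (FDR 0.0167) in the same table. Apart from ACS2, these genes were picked out after their values were seen.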

Glutathione mediated detoxification, flavones and derivative biosynthetic, ethylene biosynthetic, cytokinins-O-glucoside biosynthetic, jasmonic acid biosynthetic, and terpenoids pathways were predicted to be significantly changed (Figure 5, Supplementary Figures 2, 3, Supplementary File 5). It appears that the glutathione conjugation was used as a primary tool to cope up with toxicity. Flavones and derivative biosynthetic pathways were predicted to be upregulated. 

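UDP-glycosyltransferases matched by symbol or description number 19 in the authors' deposited table, 17 upregulated by 2.17- to 7.52-fold and 2 downregulated. The upregulated share was 89.5%, against 65.9% of the other features (two-sided Fisher's exact test, p = 0.0448, adjusted p = 0.123). The features with rises of 3.04- and 2.37-fold are both named UGT75B1, and the feature of UGT73B5 spans that of UGT73B4. The test counts each feature as independent, so its p-value is too small by an unknown amount. The derived interval lay wholly beyond a 2-fold change for 13 of the 19. UGT71B6, picked out after its value was seen, rose 2.17-fold with an FDR of 0.145 in the same table.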

Up-regulation of glucosyltransferases indicates the glucosylation of compounds, which could change the biological activity significantly. Flavones like quercetin and Kaempferol possess antioxidative properties, thus they might reduce the stress effects (Winkel-Shirley, 2002). We predicted glucosylation of cytokinins leading to the inhibition of cytokinin activity (Supplementary Figure 2), as in an earlier study (Hou et al., 2004). Similarly ABA was predicted to be conjugated with glucose, turning it into an inactive form (Supplementary Figure 2). These modifications are often required to maintain a fine tuned equilibrium between active and inactive forms of the plant hormones. Interestingly, lutein (terpenoids) biosynthesis was also predicted to be upregulated. It is reported to have unique medicinal properties and used as an antioxidant (Tian et al., 2004). 

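The feature annotated with LUT1, a carotenoid epsilon-ring hydroxylase, rose 2.04-fold (FDR 0.00267) in the authors' deposited table. It lies on chromosome 3 from 19692771 to 19697542 and spans a neighbouring gene as well, AT3G53140, described as a putative O-diphenol-O-methyl transferase, so the signal cannot be given to LUT1 alone.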

Overall, these biochemical predictions indicate a fine-tuned regulation of secondary metabolites to address the challenge posed by the AuCl^−^_4_ treatment.

**Figure 5:**
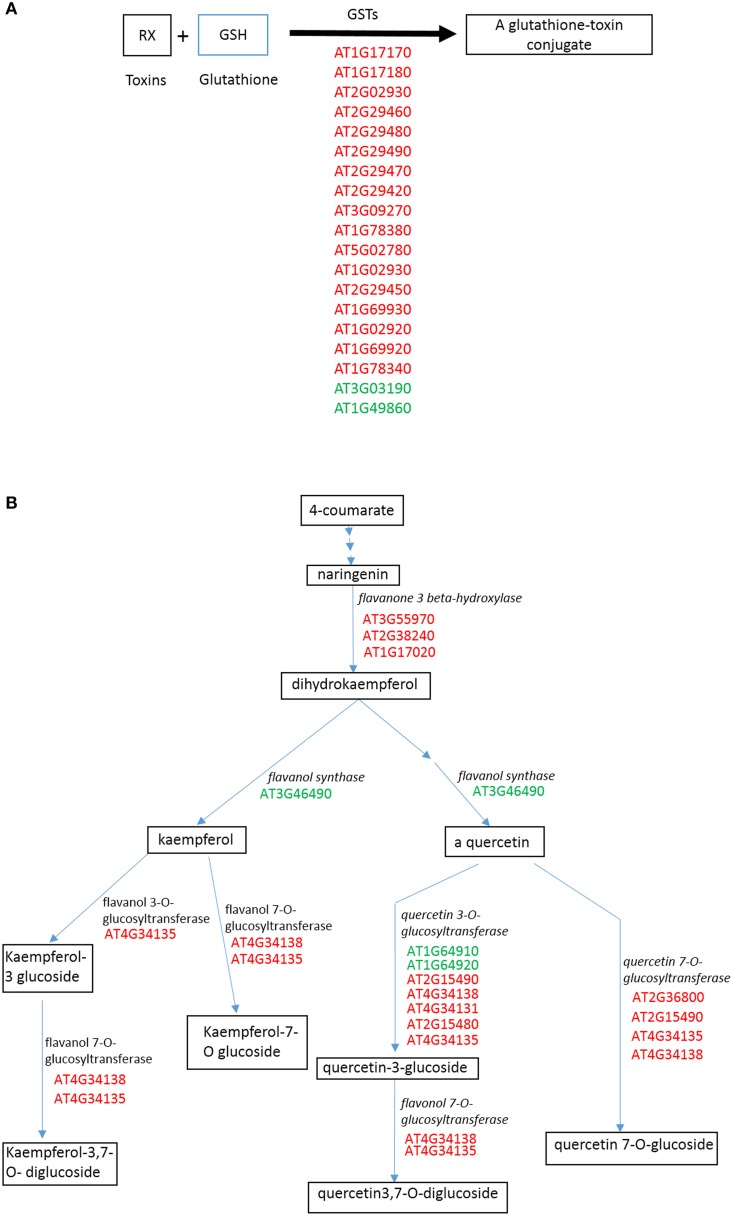
**Prediction of changes in plant biochemical pathways on the basis of changed gene expression profile**. A web based tool, Plant MetGenMap (http://bioinfo.bti.cornell.edu/cgi-bin/MetGenMAP/home.cgi) was used to predict the changes. **(A)** Glutathione mediated detoxification of xenobiotics. **(B)** Flavones and derivative biosynthetic pathway. Red color shows the upregulation of involved genes while green shows down. Please see Materials and Methods for more detail.

### Identification of over-represented motifs in upstream sequences of DEGs in response to AuCl^−^_4_

The question of identification of over-represented cis-regulatory elements is important as it sheds light on the regulatory mechanism active in the particular environmental condition. To address this, we pulled out the 1000 bp upstream sequences of the up- or downregulated genes from the Tair10 database and submitted them to the SCOPE motif finder tool (http://genie.dartmouth.edu/scope/) to identify the enriched motifs. We identified an abscisic acid response core element, (ABRE): ACGT, in the 1000 bp upstream sequences of 419 upregulated genes (Table 3, Figure 6). 

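The number of upregulated features that name a gene in the authors' deposited table is also 419. Counted once where all values are equal, they give 412 distinct measurements. Of the 419, 16 lie at tRNA genes in the TAIR10.1 annotation but carry the name of another gene. The motif search itself was not analysed here.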

The same motif was also identified by the TAIR motif finder tool (http://www.arabidopsis.org/tools/bulk/motiffinder/index.jsp, data not shown). Interestingly, the top two statistically significant motifs represented ABRE cis-regulatory elements (Figure 6). Table 3 describes the general information about the motif. For example, count indicates the number of occurrence of the motif in the input data. Coverage indicates the fraction of genes containing the motif, and the algorithm used to identify the motif.

**Table 3:** **Summary features of 5 most significant motifs enriched by the SCOPE tool**.

**Consensus sequence**	**Count**	**Sig value**	**Coverage (%)**	**Algorithm**
Acgtnd	2191	200.2	94.3	PRISM
Acgtg	656	73.6	69.3	PRISM
Rktcwahv	840	55.0	88.9	PRISM
Aatat	3378	51.3	98.8	PRISM
Ataaa	3764	48.2	99.8	PRISM

**Figure 6:**
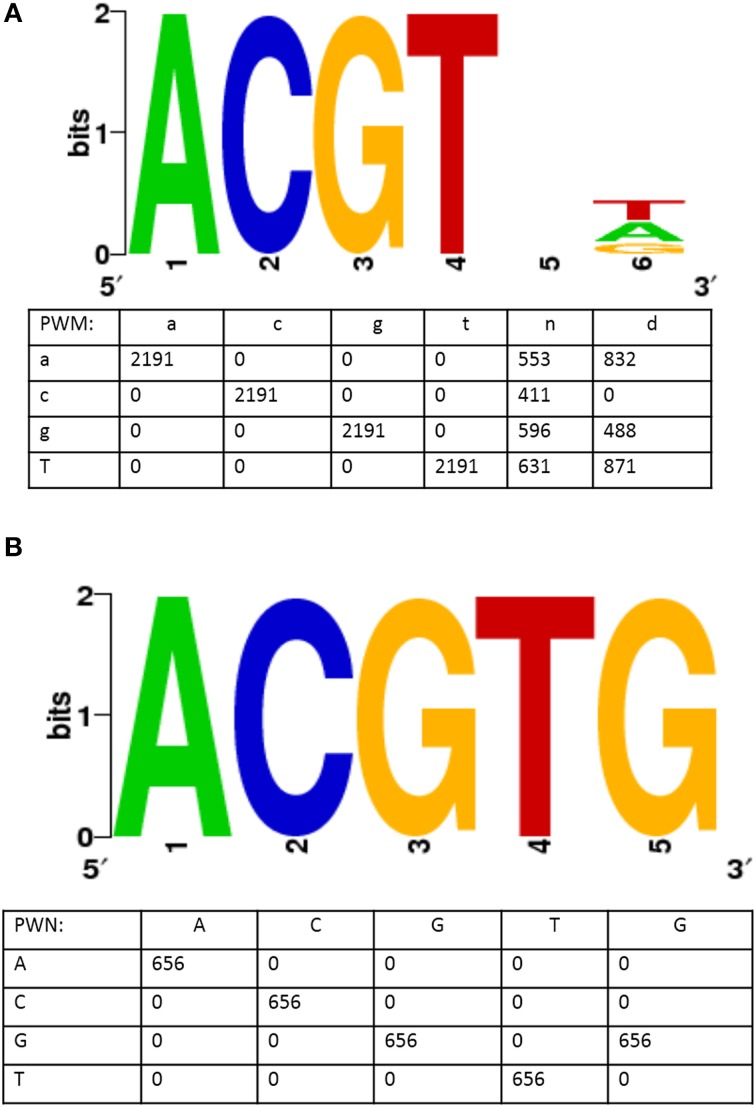
**ABA Responsive cis-regulatory element (ABRE) identified in upstream region of genes upregulated during AuCl^−^_4_ treatment**. Figure shows two statistically highly significant consensus sequence generated by a motif finder tool, SCOPE (http://genie.dartmouth.edu/scope/). **(A)** It shows a motif similar to ABA responsive core element. **(B**) It shows a motif representing a complete ABA responsive element. The numeric values in the position weight metrix (PWMs) indicates the number of times a particular base present in the respective site.

ABA, known as an abiotic stress hormone of plants, mediates several signaling reactions in response to altered environmental conditions. The motif ACGT was earlier identified in the regulatory regions of the genes induced by environmental related factors. Moreover, ABA response is associated with Ca^2+^ ion mediated signaling and this motif was reported to be involved in the Ca^2+^ mediated signaling. Recently, it has been demonstrated that the promoter sequences of Ca^2+^ ATPases harbors ABA related cis-acting elements (ABRE), indicating ABA mediated Ca^2+^ ion response (Huda et al., 2013). Taken together, these findings suggest that the AuCl^−^_4_ response is mediated through ABA signaling, modulating the large set of genes for the adaptation purposes.

We also identified the enriched represented motifs in upstream sequences of downregulated genes, as shown in Supplementary Figure 4. However, these motifs were unknown and not assigned to any important known regulatory element or part of the signal transduction mechanisms.

### A hypothetical model displaying AuCl^−^_4_ signaling

On the basis of the results obtained in the present work and earlier reported information, a hypothetical model was proposed (Figure 7). This model shows how AuCl^−^_4_ treatment triggers signals modulating the global gene expression in a short period of time. AuCl^−^_4_, like the other heavy metal, may be taken inside the cells through ABC transporters, heavy metal domain containing transporters and/or anion transporters (Chakrabarty et al., 2009; Socha and Guerinot, 2014). ABC transporters are also known for the ABA influx to the plant cells (Fujii, 2014). Both heavy metal (AuCl^−^_4_) and ABA, potentially could increase the level of ROS (Pottosin et al., 2014) and alter the Ca^2+^ level inside the cells, inducing ABRE binding transcription factor (Kaplan et al., 2006; Finkler et al., 2007) and eventually regulating the global gene expression by binding on ABRE element (Galon et al., 2010; Huda et al., 2013).

**Figure 7:**
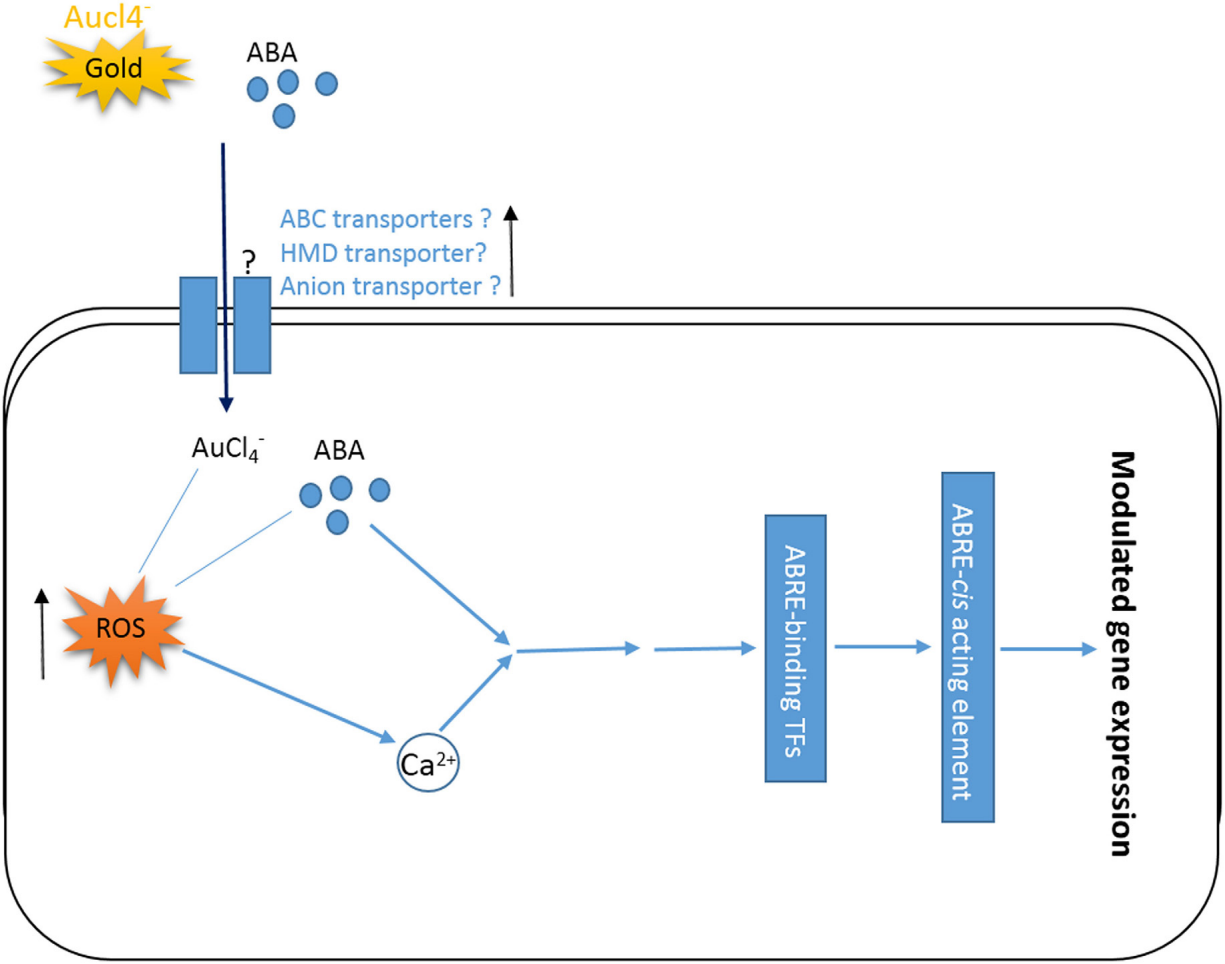
**A hypothetical model displaying ABA mediated signaling during gold (AuCl^−^_4_) exposure**. AuCl^−^_4_ could trigger ABA mediated signaling. AuCl^−^_4_ and or ABA might be taken inside the cells through various transporters and could elevate the level of ROS triggering the changes in Ca^2+^ level. Eventually ABA and/or Ca^2+^ may induce ABRE-binding transcription factors through some intermediates and regulate the global gene expression. ↑Shows the upregulation of related genes.

## Authors' contributions

Devesh Shukla carried out bioinformatics, analyzed the data and drafted the manuscript. Sneha Krishnamurthy performed the experiments and contributed in data discussion. Shivendra V. Sahi contributed intellectually with all the aspect of this research work and helped in finalizing the manuscript.

### Conflict of interest statement

The authors declare that the research was conducted in the absence of any commercial or financial relationships that could be construed as a potential conflict of interest.

## Abbreviations

DEGs: Differentially expressed genes
As^V^: Arsenate
Cd: Cadmium

## References

[B1] BarbezE.KubešM.RolčíkJ.BéziatC.PěnčíkA.WangB.. (2012). A novel putative auxin carrier family regulates intracellular auxin homeostasis in plants. Nature 485, 119–122. 10.1038/nature1100122504182

[B2] BesseauS.LiJ.PalvaE. T. (2012). WRKY54 and WRKY70 co-operate as negative regulators of leaf senescence in *Arabidopsis thaliana*. J. Exp. Bot. 63, 2667–2679. 10.1093/jxb/err45022268143PMC3346227

[B3] CaoM. J.WangZ.WirtzM.HellR.OliverD. J.XiangC. B. (2013). SULTR3;1 is a chloroplast-localized sulfate transporter in *Arabidopsis thaliana*. Plant J. 73, 607–616. 10.1111/tpj.1205923095126

[B4] ChakrabartyD.TrivediP. K.MisraP.TiwariM.ShriM.ShuklaD.. (2009). Comparative transcriptome analysis of arsenate and arsenite stresses in rice seedlings. Chemosphere 74, 688–702. 10.1016/j.chemosphere.2008.09.08218996570

[B5] ChenP. C.MwakwariS. C.OyelereA. K. (2008). Gold nanoparticles: from nanomedicine to nanosensing. Nanotechnol. Sci. Appl. 1, 45–66. 10.2147/NSA.S370724198460PMC3781743

[B6] ChristiansenM. W.GregersenP. L. (2014). Members of the barley NAC transcription factor gene family show differential co-regulation with senescence-associated genes during senescence of flag leaves. J. Exp. Bot. 65, 4009–4022. 10.1093/jxb/eru04624567495PMC4106437

[B7] FinklerA.Ashery-PadanR.FrommH. (2007). CAMTAs: calmodulin-binding transcription activators from plants to human. FEBS Lett. 581, 3893–3898. 10.1016/j.febslet.2007.07.05117689537

[B8] FujiiH. (2014). Abscisic acid implication in plant growth and stress responses, in Phytohormones: A Window to Metabolism, Signaling and Biotechnological Applications, eds TranL. S. P.PalS. (New York, NY: Springer), 37–54.

[B9] FujikiY.YoshikawaY.SatoT.InadaN.ItoM.NishidaI.. (2001). Dark-inducible genes from *Arabidopsis thaliana* are associated with leaf senescence and repressed by sugars. Physiol. Plant 111, 345–352. 10.1034/j.1399-3054.2001.1110312.x11240919

[B10] GalonY.FinklerA.FrommH. (2010). Calcium-regulated transcription in plants. Mol. Plant 3, 653–669. 10.1093/mp/ssq01920457642

[B11] GeethaR.AshokkumarT.TamilselvanS.GovindarajuK.Mohamed SadiqA.SingaraveluG. (2013). Green synthesis of gold nanoparticles and their anticancer activity. Cancer Nanotech. 4, 91–98 10.1007/s12645-013-0040-9PMC445186626069504

[B12] HouB.LimE. K.HigginsG. S.BowlesD. J. (2004). N–glucosylation of Cytokinins by glycosyltransferases of *Arabidopsis thaliana*. J. Biol. Chem. 279, 47822–47832. 10.1074/jbc.M40956920015342621

[B13] HudaK. M. K.BanuM. S. A.PathiK. M.TutejaN. (2013). Reproductive organ and vascular specific promoter of the rice plasma membrane Ca^2+^ ATPase mediates environmental stress responses in plants. PLoS ONE 8:e57803. 10.1371/journal.pone.005780323469243PMC3585799

[B14] JainA.PolingM. D.SmithA. P.NagarajanV. K.LahnerB.MeagherR. B.. (2009). Variations in the composition of gelling agents affect morphophysiological and molecular responses to deficiencies of phosphate and other nutrients. Plant Physiol. 150, 1033–1049. 10.1104/pp.109.13618419386810PMC2689959

[B15] JainA.SinilalB.StarnesD. L.SanagalaR.KrishnamurthyS.SahiS. V. (2014). Role of Fe-responsive genes in bioreduction and transport of ionic gold to roots of *Arabidopsis thaliana* during synthesis of gold nanoparticles. Plant Physiol. Biochem. 84, 189–196. 10.1016/j.plaphy.2014.09.01325289518

[B16] JohnstonC. W.WyattM. A.LiX.IbrahimA.ShusterJ.SouthamG.. (2013). Gold biomineralization by a metallophore from a gold-associated microbe. Nat. Chem. Biol. 9, 241–243. 10.1038/nchembio.117923377039

[B17] KangJ.HwangJ. U.LeeM.KimY. Y.AssmannS. M.MartinoiaE.. (2010). PDR-type ABC transporter mediates cellular uptake of the phytohormone abscisic acid. Proc. Natl. Acad. Sci. U.S.A. 107, 2355–2360. 10.1073/pnas.090922210720133880PMC2836657

[B18] KaplanB.DavydovO.KnightH.GalonY.KnightM. R.FluhrR.. (2006). Rapid transcriptome changes induced by cytosolic Ca^2+^ transients reveal ABRE-related sequences as Ca^2+^-responsive cis elements in *Arabidopsis*. Plant Cell 18, 2733–2748. 10.1105/tpc.106.04271316980540PMC1626612

[B19] KumarV.YadavS. K. (2009). Plant-mediated synthesis of silver and gold nanoparticles and their applications. J. Chem. Tech. Biotech. 84, 151–157 10.1002/jctb.2023

[B20] LeeE. J.MatsumuraY.SogaK.HosonT.KoizumiN. (2007). Glycosyl hydrolases of cell wall are induced by sugar starvation in *Arabidopsis*. Plant Cell Physiol. 48, 405–413. 10.1093/pcp/pcm00917234672

[B21] LeeM.LeeK.LeeJ.NohE. W.LeeY. (2005). AtPDR12 contributes to lead resistance in *Arabidopsis*. Plant Physiol. 138, 827–836. 10.1104/pp.104.05810715923333PMC1150400

[B22] LiL.HeZ.PandeyG. K.TsuchiyaT.LuanS. (2002). Functional cloning and characterization of a plant efflux carrier for multidrug and heavy metal detoxification. J. Biol. Chem. 277, 5360–5368. 10.1074/jbc.M10877720011739388

[B23] LimbachL. K.WickP.ManserP.GrassR. N.BruininkA.StarkW. J. (2007). Exposure of engineered nanoparticles to human lung epithelial cells: influence of chemical composition and catalytic activity on oxidative stress. Environ. Sci. Tech. 41, 4158–4163. 10.1021/es062629t17612205

[B24] LiuF.JiangH.YeS.ChenW. P.LiangW.XuY.. (2010). The *Arabidopsis* P450 protein CYP82C2 modulates jasmonate-induced root growth inhibition, defense gene expression and indole glucosinolate biosynthesis. Cell Res. 20, 539–552. 10.1038/cr.2010.3620354503

[B25] LivakK. J.SchmittgenT. D. (2001). Analysis of relative gene expression data using real-time quantitative PCR and the 2(-Delta Delta C(T) methods. Methods 25, 402–408. 10.1006/meth.2001.126211846609

[B26] MarsK. A. (1996). The functions and regulation of glutathione-S-transferases in plants. Annu. Rev. Plant Physiol. Plant Mol. Biol. 47, 127–158. 10.1146/annurev.arplant.47.1.12715012285

[B27] MishraM.KanwarP.SinghA.PandeyA.KapoorS.PandeyG. K. (2013). Plant omics: genome-wide analysis of ABA Repressor1 (ABR1) related genes in rice during abiotic stress and development. Omics J. Int. Biol. 17, 439–450. 10.1089/omi.2012.007423895290

[B28] MishraS.ShuklaA.UpadhyayS.SharmaP.SinghS.PhukanU. J.. (2014). Identification, occurrence, and validation of DRE and ABRE cis-regulatory motifs in the promoter regions of genes of *Arabidopsis thaliana*. J. Int. Plant Biol. 56, 388–399. 10.1111/jipb.1214924581225

[B29] NiemietzC. M.TyermanS. D. (2002). New potent inhibitors of aquaporins: silver and gold compounds inhibit aquaporins of plant and human origin. FEBS. Let. 531, 443–447. 10.1016/S0014-5793(02)03581-012435590

[B30] NittaY.DingP.ZhangY. (in press). Heterotrimeric G proteins in plant defense against pathogens and aba signaling. Environ. Exp. Bot. 10.1016/j.envexpbot.2014.06.01119054360

[B31] PandeyG. K.GrantJ. J.CheongY. H.KimB. G.LiL.LuanS. (2005). ABR1, an APETALA2-domain transcription factor that functions as a repressor of ABA response in *Arabidopsis*. Plant Physiol. 139, 1185–1193. 10.1104/pp.105.06632416227468PMC1283757

[B32] PottosinI.Velarde-BuendíaA. M.BoseJ.Zepeda-JazoI.ShabalaS.DobrovinskayaO. (2014). Cross-talk between reactive oxygen species and polyamines in regulation of ion transport across the plasma membrane: implications for plant adaptive responses. J. Exp. Bot. 65, 1271–1283. 10.1093/jxb/ert42324465010

[B33] ReithF.EtschmannB.GrosseC.MoorsH.BenotmaneM. A.MonsieursP.. (2009). Mechanisms of gold biomineralization in the bacterium Cupriavidus metallidurans. Proc. Natl. Acad. Sci. U.S.A. 106, 17757–17762. 10.1073/pnas.090458310619815503PMC2764933

[B34] RenX.ChenZ.LiuY.ZhangH.ZhangM.LiuQ.. (2010). ABO3, a WRKY transcription factor, mediates plant responses to abscisic acid and drought tolerance in *Arabidopsis*. Plant J. 63, 417–429. 10.1111/j.1365-313X.2010.04248.x20487379PMC3117930

[B35] RodriguezE.ParsonsJ. G.Peralta-VideaJ. R.Cruz-JimenezG.Romero-GonzalezJ.Sanchez-SalcidoB. E.. (2007). Potential of Chilopsis linearis for gold phytomining: using XAS to determine gold reduction and nanoparticle formation within plant tissues. Int. J. Phyto. 9, 133–147. 10.1080/1522651070123280718246721

[B36] SchluttenhoferC.PattanaikS.PatraB.YuanL. (2014). Analyses of Catharanthus roseus and *Arabidopsis thaliana* WRKY transcription factors reveal involvement in jasmonate signaling. BMC Genomics 15:502. 10.1186/1471-2164-15-50224950738PMC4099484

[B37] SharmaN. C.SahiS. V.NathS.ParsonsJ. G.Gardea-TorresdeyJ. L.PalT. (2007). Synthesis of plant-mediated gold nanoparticles and catalytic role of biomatrix-embedded nanomaterials. Environ. Sci. Tech. 41, 5137–5142. 10.1021/es062929a17711235PMC2518977

[B38] ShibuyaK.ShimizuK.NikiT.IchimuraK. (2014). Identification of NAC transcription factor, EPHEMERAL1, that controls petal senescence in Japanese morning glory. Plant J. Cell Mol. Biol. 79, 1044–1051. 10.1111/tpj.1260524961791

[B39] ShuklaD.KesariR.MishraS.DwivediS.TripathiR. D.NathP.. (2012). Expression of phytochelatin synthase from aquatic macrophyte Ceratophyllum demersum L. enhances cadmium and arsenic accumulation in tobacco. Plant Cell Rep. 31, 1687–1699. 10.1007/s00299-012-1283-322614255

[B40] ShuklaD.KesariR.TiwariM.DwivediS.TripathiR. D.NathP.. (2013b). Expression of Ceratophyllum demersum phytochelatin synthase, CdPCS1, in *Escherichia coli* and *Arabidopsis* enhances heavy metal(loid)s accumulation. Protoplasma 250, 1263–1272. 10.1007/s00709-013-0508-923702817

[B41] ShuklaD.TiwariM.TripathiR. D.NathP.TrivediP. K. (2013a). Synthetic phytochelatins complement a phytochelatin-deficient *Arabidopsis* mutant and enhance the accumulation of heavy metal(loid)s. Biochem. Biophy. Res. Comm. 434, 664–669. 10.1016/j.bbrc.2013.03.13823587904

[B42] SochaA. L.GuerinotM. L. (2014). Mn-euvering manganese: the role of transporter gene family members in manganese uptake and mobilization in plants. Front. Plant Sci. 5:106. 10.3389/fpls.2014.0010624744764PMC3978347

[B43] SpivakM. Y.BubnovR. V.YemetsI. M.LazarenkoL. M.TymoshokN. O.UlbergZ. R. (2013). Development and testing of gold nanoparticles for drug delivery and treatment of heart failure: a theranostic potential for PPP cardiology. EPMA. J. 4:20. 10.1186/1878-5085-4-2023889805PMC3751918

[B44] StarnesD. L.JainA.SahiS. V. (2010). In planta engineering of gold nanoparticles of desirable geometries by modulating growth conditions: an environment-friendly approach. Environ. Sci. Tech. 44, 7110–7115. 10.1021/es101136q20698550

[B45] TakaseT.NakazawaM.IshikawaA.ManabeK.MatsuiM. (2003). DLF 2, a new member of the *Arabidopsis* GH3 gene family, is involved in red light-specific hypocotyl elongation. Plant Cell Physiol. 44, 1071–1080. 10.1093/pcp/pcg13014581632

[B46] TaylorA. F.RylottE. L.AndersonC. W.BruceN. C. (2014). Investigating the toxicity, uptake, Nanoparticle formation and genetic response of plants to gold. PLoS ONE 9:e93793. 10.1371/journal.pone.009379324736522PMC3988041

[B47] TianL.MusettiV.KimJ.Magallanes-LundbackM.DellaPennaD. (2004). the *Arabidopsis* LUT1 locus encodes a member of the cytochrome p450 family that is required for carotenoid epsilon-ring hydroxylation activity. Proc. Natl. Acad. Sci. U.S.A. 101, 402–407. 10.1073/pnas.223723710014709673PMC314197

[B48] TiwariM.SharmaD.SinghM.TripathiR. D.TrivediP. K. (2014). Expression of OsMATE1 and OsMATE2 alters development, stress responses and pathogen susceptibility in *Arabidopsis.* Sci. Rep. 4:3964. 10.1038/srep0396424492654PMC3912489

[B49] TripathiP.RabaraR. C.RushtonP. J. (2014). A systems biology perspective on the role of WRKY transcription factors in drought responses in plants. Planta 239, 255–266. 10.1007/s00425-013-1985-y24146023

[B50] WagnerU.EdwardsR.DixonD. P.MauchF. (2002). Probing the diversity of the *Arabidopsis* glutathione S-transferase gene family. Plant Mol. Biol. 49, 515–532. 10.1023/A:101555730045012090627

[B51] Winkel-ShirleyB. (2002). Biosynthesis of flavonoids and effects of stress. Curr. Opin. Plant Biol. 5, 218–223. 10.1016/S1369-5266(02)00256-X11960739

[B52] YadavD. K.ShuklaD.TutejaN. (2013). Rice heterotrimeric G-protein alpha subunit (RGA1): *in silico* analysis of the gene and promoter and its upregulation under abiotic stress. Plant Physiol. Biochem. 63, 262–271. 10.1016/j.plaphy.2012.11.03123313793

[B53] YadavD. K.ShuklaD.TutejaN. (2014). Isolation, *in silico* characterization, localization and expression analysis of abiotic stress-responsive rice G-protein beta subunit (RGB1). Plant Sig. Behav. 9:e28890. 10.4161/psb.2889024739238PMC4091194

[B54] YehY. C.CreranB.RotelloV. M. (2012). Gold nanoparticles: preparation, properties, and applications in bionanotechnology. Nanoscale 4, 1871–1880. 10.1039/c1nr11188d22076024PMC4101904

# Supplementary material for: Genome wide transcriptome analysis reveals ABA mediated response in Arabidopsis during gold (AuCl−4) treatment
**Source:** Front Plant Sci. 2014 Nov 28;5:652. doi: 10.3389/fpls.2014.00652
**Supplement:** Supplementary file 1

***Supplementary Material***

**Genome Wide Transcriptome Analysis reveals ABA mediated response in Arabidopsis during Gold (AuCl_4_^-^) treatment**

**Devesh Shukla, Sneha Krishnamurthy, Shivendra V. Sahi***

1. **Supplementary Data**
   1. 

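Supplementary File 1 gives, for each differentially expressed gene with a chromosome, the average log2 signal of the gold-treated and of the control roots, the linear fold change, the p-value and the FDR. A negative fold change is the control signal divided by the gold signal. All 5 of these columns equal the authors' deposited table in each of the 704 genes.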

Supplementary File 1: List of DEGs in response to AuCl_4_^-^
   2. 

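Supplementary File 2 lists the differentially expressed exons in the same form, with the gene each exon belongs to and the position of that gene. Only the first part of it was at hand and it was not used for any count; exons were counted in the authors' deposited table of exons.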

Supplementary File 2: List of DEEs in response to AuCl_4_^-^
   3. 

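Supplementary File 3 holds the result of the agriGO enrichment, with the number of query genes in each GO term, the number in the background, the p-value, the FDR and the members. The query held 614 genes, against 636 loci named in the authors' deposited table.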

Supplementary File 3: List of significant enriched GO term
   4. 

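Supplementary File 4 lists log2 ratios of the heat map genes under Au, AsV and CdII. The Au column comes from the present arrays, and the other two from the Genevestigator database, where ratios come from other experiments with their own controls.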

Supplementary File 4: List of gene selected for heat map
   5. Supplementary File 5: Plant MetGenMap input File
   6. 

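The Plant MetGenMap input lists a TAIR locus, the linear fold change and the p-value per gene. The program places the genes on biochemical pathways and colours them by these values. Its pathway predictions were not analysed here.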

Supplementary File 6: WebScope xml file for upstream regions of upregulated genes
   7. 

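The WebScope file records the settings and the output of the motif search in the upstream sequences. The upstream sequences were not analysed here.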

Supplementary File 7: WebScope xml file for upstream regions of downregulated genes
2. **Supplementary Figures and Tables**
   1. **Supplementary Table 1** : List of primers used for qRT-PCR
   2. **Supplementary Figures**

**Supplementary Figure 1a.** **Biological process hieratical graph display for the enriched GO terms belonging to differentially regulated genes using agriGO.** The colour of the boxes indicates the level of significance. The darker (red) is more significant, while white is not. The information inside the box includes GO term, p-value, GO description, item number, mapping the GO in the query list and background and total number of query list and background. The p value represents the statistical significance of the term. If the q-value was higher than the cutoff (p<0.05), only GO information is given in the boxes.The colour of the arrows shows the relationship among the GO terms.

**Supplementary Figure 1b**. **Molecular function hieratical graph display for the enriched GO terms of differentially expressed genes using agriGO.** Molecular function. The other details are the same as described in the caption for Figure S1 a.

**Supplementary Figure 2. Prediction of changes in plant biochemical pathways in the context of gene expression profile of AuCl_4_^-^ using the web based tool, Plant MetGenMap (http://bioinfo.bti.cornell.edu/cgi-bin/MetGenMAP/home.cgi).** A, Cytokinins-O-glucoside biosynthesis; B, Ethylene biosynthesis; C, Auxin biosynthesis; D, Abscisic acid modification or inactivation. Red color shows the upregulation of involved genes while green shows down. Please see material and methods for detail.

**Supplementary Figure 3. Prediction for changes in plant biochemical pathways in the context of gene expression profile of AuCl_4_^-^ using the web based tool, Plant MetGenMap (**http://bioinfo.bti.cornell.edu/cgi-bin/MetGenMAP/home.cgi**).** A, Jasmonic acid biosynthesis; B, Lutein biosynthesis; C, Marneral biosynthesis. Red color shows the upregulation of involved genes while green shows down. Please see material and methods for detail.

**Supplementary Figure 4. Over-represented motif identified in upstream sequences of downregulated genes during AuCl_4_^-^ treatment.** Figure shows two statistically highly significant consensus sequence generated by a motif finder tool, SCOPE (http://genie.dartmouth.edu/scope/). A, shows an unknown motif, wnhanta; B, shows a motif, AATTA. The numeric values in the position weight metrix (PWMs) indicates the number of times a particular base present in the respective site.

# Supplementary material for: Genome wide transcriptome analysis reveals ABA mediated response in Arabidopsis during gold (AuCl−4) treatment
**Source:** Front Plant Sci. 2014 Nov 28;5:652. doi: 10.3389/fpls.2014.00652
**Supplement:** Supplementary file 1

Supplementary Table 1: List of primers used in this study

| Primer | Sequence (5' to 3') | Purpose |
| --- | --- | --- |
| AT3G60140.1F | CCAATCGAGGAGAGATGAGGAGA | Q-RT PCR |
| AT3G60140.1R | AGATGGGTTCTCTATGCCTTGC |  |
| AT4G31970.1 F | GGATATGCCTGTTGATATGACTGAG |  |
| AT4G31970.1 R | CACATAAAGCCCTTCCTTAAGACG |  |
| AT3G13630.2F | GGATATGAGATTGGAAAAGGAAGCC |  |
| AT3G13630.2R | GGTGATCATAGGGAGAGAGAGTC |  |
| AT1G17170.1 F | GCCTGAGTCAGAGAAGGTCATTAC |  |
| AT1G17170.1 R | CAAAGTAGAGATTTACTCCAACCCAAG |  |
| AT1G15520.1F | GGCAGATAGTAATATGAGTGTGAAGC |  |
| AT1G15520.1R | CAAAGGAAAGATGACGTTCATGGCG |  |
| AT1G71140.1F | GCTCGGTCTTATCGTAATCCTCAC |  |
| AT1G71140.1R | CTCTTCATACTCATCACCCATCACTC |  |
| AT5G37970.1F | CACTTTGGAGAAGGTGTGGTCAAC |  |
| AT5G37970.1R | GGGTACTTGTCGAGCCTTTTAGC |  |
| AT1G17180.1F | GAGTGTGGCTAAGTCTCTTCCTGAT |  |
| AT1G17180.1R | CAGAGCAGAAACAGCAACACAAACAG |  |
| AT2G02930.1F | GCGTCTGCCTCATTGCCCAGTTTCT |  |
| AT2G02930.1R | CTCTCAAGAACGTACACACACTCAC |  |
| AT1G71520.1 F | CTCCGTGTATGATTATCTTGAAGACG |  |
| AT1G71520.1R | GTAAACAGATCCTAACCCTTTGCAC |  |
| AT5G13370.1 F | GAGGGCAGGGGAGGAGAACAAT |  |
| AT5G13370.1 R | GAAGAACAGAGCATTTGTTGGCTGG |  |
| AT1G76520.1F | CTCACTGTTTGGCCAACATTCTTC |  |
| AT1G76520.1 R | CCAATCATCTGGAAGTCCAAGAAC |  |
| AT1G01480.1F | GACGACTTTACGAGGATGGTC |  |
| AT1G01480.1R | TCCAATCTCTCAGACGTTATGCC |  |
| AT1G18830.1 F | CACTCAGCTCTGTCAAGCTCTGGA |  |
| AT1G18830.1R | CGCACATTTTGCCTTCCCGTGACG |  |
| AtTubulin beta 1 F | CTCACAGTCCCGGAGCTGACAC |  |
| At Tubulin beta 1R | GCTTCAGTGAACTCCATCTCGT |  |

How the deposited data were processed for this re-analysis (not part of the article)

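Roots of 12 day old Arabidopsis seedlings kept for 12 h in 10 ppm gold solution or in distilled water, both at pH 4.2, were compared on AraGene-1_0-st arrays, with 3 biological replicates in each of the 2 groups. The 12 deposited samples are a gene-level and an exon-level summary of the same 6 arrays. Samples were assigned to groups from their labels, and dose, time, age and pH from the paper's methods.

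Before deposit, the authors exported the arrays with AGCC version 3.2.4 and summarized the probes with RMA in Expression Console v1.3, and the log2 signals in the deposited tables are bi-weight averages of these over the arrays of a group. The authors then compared the groups in the Transcriptome Analysis Console with an unpaired one-way model, which gave the deposited p-value and FDR of each feature, and kept features with a change of more than 2-fold in either direction and a p-value under 0.05. The deposited fold change is a signed score rather than a ratio, because the authors' software writes a fall as minus the control signal over the gold signal. The annotation is that of the tair10 genome. Values of single arrays were not analysed here, so no model was fitted across genes, and the p-values and FDR of single genes and exons are the authors'.

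From these tables, the calls were counted again at the stated thresholds. A 95% confidence interval of each log2 difference was derived from the difference and its p-value, taking the p-value as that of a comparison of 2 means with 4 residual degrees of freedom. It is approximate, since a bi-weight average is not a plain mean and p-values are printed with few digits. The number of array features with a p-value at or under the highest one in a table was worked back from the FDR as p times the number of features over the FDR, with 28403 genes and 171941 exons. Both steps were tested on simulated data. The worked-back number missed the true one by 0.17% for a simulated array of 28403 genes and by 0.0% for one of 171941 exons. Of 7100 derived intervals at the gene level 95.1% held the true difference, and of 42985 at the exon level 95.1%. These simulated intervals came from plain means and unrounded p-values, without the fold change and p-value criteria. Their coverage therefore checks the formula only, and does not test the intervals of the deposited features. Depth is not a property of arrays; the number of arrays limits the precision, and a signal under 6 on the log2 scale was treated as low.

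Exons were joined to genes by transcript cluster. Of the 800 gene features, 171, or 21.4%, name no gene and stayed out of the tests of gene families and transcription factors, which used the 629 features that do. Families were matched by words in symbol or description. Directions were compared with two-sided Fisher's exact tests and adjusted after Benjamini and Hochberg over the 11 families and over the 42 GO terms with a complete gene list. The number of adjacent differentially expressed genes with the same direction was compared with 100000 random sets of genes of the same size and split, in the gene order of the TAIR10.1 annotation; on simulated random placements, 4.0% of 200 gave a p at or under 0.05. Of the 636 loci named, 634 are in that annotation, which was used for names, gene classes and neighbours. Features at tRNA genes were found where their tair10 chromosome, start and end equalled those of a tRNA gene of TAIR10.1. Of 590 features that name 1 locus, 589 were seen to overlap that locus. Features at tRNA genes that carry the name of another gene were left out of these 590. No coordinate of TAIR10.1 is reported. Descriptions of 2 neighbours were taken to share a word if a word of at least 4 letters was in both, with generic words left out, a rule that was set with the data at hand. A later rule, also set with the data at hand, added pairs with the same description or in the same of the 11 families. Python 3.11.15, numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9 were used.

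The genes named in the text are those the paper names in its text, tables or figure labels, the 5 with the largest rise and the 5 with the largest fall, and the 5 genes with exons in both directions that lie farthest apart; other genes are marked where they appear. Supplementary File 1, which holds the values of 704 of the genes, had been read when the tests and alternatives were fixed. The alternatives were FDR thresholds of 0.05 and 0.01, a fold change threshold of 3, a signal of at least 6, an interval wholly beyond a 2-fold change, counting loci, joining exons by locus and matching families by symbol alone. Counting only features with a chromosome, features that name a gene, distinct measurements or features away from tRNA genes was added with the data at hand.

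Some tests of explanations were revised once with their first results in view. For features at tRNA genes, the median signal was compared first, and the share of distinct measurements under 6 was added later; both are reported. For features without a chromosome, the share under 6 took the place of a comparison of medians, and Fisher's exact test of the direction among distinct measurements was added.

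The upstream sequences were not analysed here, since no genome sequence was used, and neither were the principal components, the qRT-PCR measurements, the pathway predictions and the arsenic and cadmium experiments. Exons in genes with a single annotated exon were not counted separately.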

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

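For features at tRNA genes, for features without a chromosome and for the signal and shared values of C1 domain genes, the tests were chosen only after the result was seen.

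A group of 87 differentially expressed features, which the paper does not discuss, lies at tRNA genes of the TAIR10.1 annotation. All were upregulated, by 2.02- to 9.26-fold in the authors' deposited table, and they make 17.7% of the 492 upregulated features with a chromosome. They come from 6 of 20 isotypes. Of the 98 tRNA genes for glutamine, glutamate, glycine and phenylalanine 82 were called, against 5 of the other 527. Shared probes account for part of the number, since the 87 features hold only 23 distinct sets of values. The evidence on signal is mixed and depends on the criterion. The first comparison went with a dimmer group: the median of the brighter group was 7.43 on the log2 scale, against 8.12 for the other features with a chromosome. A second criterion, added after that comparison was seen, argues against noise of dim features, since 4.3% of the distinct sets had a brighter group under 6, and 20 of the 23 had an FDR at or under 0.05. One common rise of all tRNAs in the gold preparations is argued against by the few calls outside these 4 isotypes, 5 of 527. How strongly the probes of each isotype respond was not tested. Of the 23 derived intervals 11 leave out their median of 1.7 on the log2 scale, where chance gives 1.2. That count does not decide on a common rise, because the sets were selected by fold change and some nearly repeat each other. Recovery of small RNAs that differs between isotypes and an effect of gold on tRNA levels both stay open, and neither was tested. Of the 87 features, 16 carry the name of another gene in the authors' annotation.

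There were 96 differentially expressed features at the gene level without a chromosome, which the paper leaves out of its count. None of them names a gene. Of these, 65 were downregulated and 31 upregulated, the reverse of the 212 and 492 among the features with a chromosome. They hold 40 distinct sets of values. Repeated values alone do not account for the direction, because 62.5% of the distinct sets fell, against 32.9% of the distinct sets with a chromosome (two-sided Fisher's exact test, odds ratio 3.4, p = 0.00024). Low signal is consistent with noise as one source, since 80.0% of the distinct sets had a brighter group under 6, and their median was 5.04 against 7.99. Dim features with a chromosome did not lean the same way, with 18 of 65 sets downregulated, so low signal by itself leaves the direction unexplained. What these features measure is not given by the annotation, and no biological explanation was tested.

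Exons were called in both directions in 27 genes, of which 1, AT1G76620, named here after its values were seen, was also called at the gene level. The paper does not discuss these genes. The 5 with the largest distance between exons are CA2, LACS1, AT5G33898, AT1G69526 and ELI3-1. In CA2, 2 exons rose and 4 fell, with values from a 3.21-fold rise (FDR 0.213) to an exon that fell by 9.41-fold (FDR 0.0426) in the authors' deposited table. Noise of dim exons is a likely source for many of them, since 78.3% of 46 exons had a brighter group under 6, against 21.7% of the exons of all other genes. The 46 are the 10 exons in the rarer direction of 9 genes, 8 of them under 6, and all 36 exons of the 18 genes with as many exons up as down, 28 of them under 6. Exons at an FDR at or under 0.05, and exons with a signal of at least 6, each left 1 such gene. Alternative splicing stays open for single genes and was not tested.

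All 30 differentially expressed genes with a cysteine/histidine-rich C1 domain were downregulated, by 2.01- to 4.92-fold with a median of 2.51-fold in the authors' deposited table. They make 14.3% of the downregulated features that name a gene, and the paper's text does not discuss them, although they are the members of its enriched term protein-disulfide reductase activity. Against the other loci of the table, the direction of this term differed with an adjusted p of 3.73e-14 (two-sided Fisher's exact test with Benjamini-Hochberg adjustment over 42 terms). Repeated values are argued against by 30 distinct sets among the 30 genes, and noise of dim features by the 0.0% of sets with a brighter group under 6. Selection of the called genes is argued against by exons of 20 further C1 domain genes that were not called: 100.0% of their 21 differentially expressed exons fell, against 57.7% of the other exons outside called genes (two-sided Fisher's exact test, p = 1.5e-05). A hypothesis is that genes of this class may be lowered together in gold-treated roots. Probes that bind several members of the family without giving equal values stay open, as the probe sequences were not analysed, and the hypothesis was found and tested on the same arrays.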

How the results depend on the processing

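The alternatives below were set before the data were examined, although the gene values in Supplementary File 1 had been read, except the words that mark a shared family and those that leave out features by chromosome, gene name, tRNA gene or repeated values, and the leaving out of adjacent pairs by description or counted family, which were chosen after seeing the data.

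The direction of the gene counts was kept under every alternative tried, with more genes upregulated than downregulated. The number of gene features was 800, with those that name no gene included. An FDR threshold of 0.01 gave 522 (375 upregulated, 147 downregulated), a fold change threshold of 3 gave 230 (190 and 40), and an interval wholly beyond a 2-fold change gave 388 (303 and 85). These are stricter selections from the same list, so they can only lower the number. An FDR threshold of 0.05 gave 705, a signal of at least 6 gave 649, and counting distinct loci gave 636. Of the alternatives added later, features with a chromosome numbered 704, distinct measurements among them 638, features that name a gene 629, and features with a chromosome away from tRNA genes 617.

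The exon calls depended more than the gene calls on the FDR threshold and on the interval criterion. A fold change threshold of 3 left a slightly larger share of the exons than of the genes. Of 4977 exons, an FDR threshold of 0.05 left 2161 (1421 and 740), one of 0.01 left 530 (407 and 123), a fold change threshold of 3 left 1576 (1085 and 491), and an interval wholly beyond a 2-fold change left 1410 (1046 and 364). A signal of at least 6 left 3867, and the features with a chromosome numbered 4900. The upregulated share was 54.6% over all exons, 65.8% at an FDR of 0.05 and 76.8% at 0.01; the cause was not tested.

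The share of exons inside differentially expressed genes, 46.7%, moved to 71.45% at an FDR of 0.05, 68.53% at a 3-fold change, 53.84% at a signal of at least 6 and 43.7% when exons were joined by locus. The share of these with the direction of their gene, 99.96%, became 100.0% at an FDR of 0.05 and also 100.0% at a signal of at least 6, where the one exon against its gene dropped out. It was 99.91% at a 3-fold change and 99.86% when joined by locus. Genes with exons in both directions, 27 in all, numbered 1 at an FDR of 0.05, 3 at a 3-fold change and 1 at a signal of at least 6. The stricter selections hold fewer exons; other causes were not tested.

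The upregulated share of the transcription factors, 78.9%, became 100.0% at a 3-fold change, with 10 upregulated and 0 downregulated, and the difference from the other genes was no longer past the threshold (two-sided Fisher's exact test, p = 0.363). It was 81.5% at an FDR of 0.05 and 81.1% at a signal of at least 6, both still past it. GO terms with a differing direction numbered 15 of 42, 15 at an FDR of 0.05, and 2 at a 3-fold change, where fewer members were left. No gene family passed the adjusted threshold under any of these settings; before adjustment, Fisher's exact test gave p = 0.0177 for glutathione S-transferases, 0.033 for heat shock proteins, 0.0369 for ERD6-like sugar transporters and 0.0448 for UDP-glycosyltransferases. Adjacent pairs with the same direction, 41 in all, numbered 62 when genes up to 2 places apart were counted, 36 at an FDR of 0.05 and 41 with the tRNA genes left out, each above the highest number in 100000 random sets. Without pairs that share a description word 15 were left, a number that random sets seldom reached (permutation test, p = 0.00512). Of these, 4 share a whole description or one of the counted families, and without them 11 were left, no longer past the threshold (permutation test, p = 0.0948). No such leaving out is recorded for the random sets, so the last value does not decide on an excess. The heat map values of 38 genes lay within 0.02 of the table on the log2 scale, whether from the signals or from the fold change.

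Of the 108 genes that the paper names in its text, Table 2 or figures or that have the 5 largest rises or falls, 3 were no longer past the threshold at an FDR of 0.05, 6 at a signal of at least 6 and 50 at a 3-fold change. These settings select among the genes and do not alter the value of a gene, so they say nothing about its direction. Genes picked out after their values were seen are not in this count; among them, AOC2, BGLU35 and UGT71B6 had an FDR of 0.0563, 0.124 and 0.145 in the authors' deposited table. The ERD6-like sugar transporters had no member over a 3-fold change and gave no value there.

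The number of genes with a low p-value before the fold change criterion was 8373 from the highest p-value and 8648 from a fit through the ranks. For exons it was 35472, or 36691 by the fit, and 37035 with the number of features that makes the ranks whole; for genes no such number could be found.

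No paired analysis was possible because the 2 tables used here hold averages over the arrays of a group, with no column for a replicate, and the values of single arrays were not analysed here. For the same reason leaving out each replicate in turn, the replicate number as a block, limma on the values per array and other splits of the arrays were not run, so whether a single array decides a call was not tested. The motif alternatives were not run, as no genome sequence was used. Signal over background was not measured. The derived intervals were wider where the signal was low, with a median width for genes of 1.39 on the log2 scale where the brighter group was under 6 and 0.55 otherwise, and for exons of 1.96 and 1.07.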

Differences from the paper's values

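The paper gives an FDR of at most 0.16, the paper's value, for its list of genes and exons. The highest FDR among the exons of the authors' deposited table was 0.242. Of the alternatives set before the data were examined, an interval wholly beyond a 2-fold change gave 0.136, within 1.5 times the paper's value. The others did not, with 0.242 at a 3-fold change and at a signal of at least 6, 0.05 at an FDR threshold of 0.05 and 0.01 at one of 0.01. For genes the highest FDR was 0.167.

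The counts over all features, 800 genes and 4977 exons, lie within 1.5 times the paper's 704 and 4900. Counting only features with a chromosome, which was chosen after seeing the values, gives 704 genes and 4900 exons, and drops 0 of the genes in Supplementary File 1.

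The paper states that upregulated genes outnumber downregulated genes by more than a factor of 2. Over all features of the authors' deposited table the ratio was 1.89. It was 2.32 over the features with a chromosome, a setting chosen after seeing the values, 2.26 at an FDR threshold of 0.05 and at a signal of at least 6, and 1.91 with the tRNA genes left out of the features with a chromosome.

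The paper states that the heat map genes were downregulated under arsenate or cadmium. In Supplementary File 4 the paper's own values for arsenate are above 0 for 36 of 39 genes and below 0 for 3, with a median of 0.71 on the log2 scale. For cadmium they are below 0 for 34 and above 0 for 5, with a median of −0.57. The 3 genes below 0 for arsenate are below 0 for cadmium as well.

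The paper states the fall of GSTF14 as 4.4-fold, the paper's value. The authors' deposited table gives 4.65-fold, and the paper's value lies inside the derived interval of 4.36- to 4.9-fold.

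In Supplementary File 3, 3 of the 79 GO terms have an FDR at or over 0.04, up to 0.049, while the paper states a lower limit for all of them. In the values plotted for Figure 2, 7 of 23 terms do not equal their own number of genes over the 614 query genes. For metal ion binding 0.81% is plotted where 96 genes give 15.64%, and for heme binding 15.64% is plotted where 29 genes give 4.72%.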

Other observations

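For adjacent genes, the rules for shared words, descriptions and families and the exact binomial test of direction were chosen only after the pairs were seen.

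Differentially expressed exons outside differentially expressed genes fell more often than those inside them, 58.0% against 31.1%. Noise of dim exons is argued against by exons with a signal of at least 6, where the odds ratio was 3.47 (two-sided Fisher's exact test, p = 4.8e-78). Exons inside nearly all carry the direction of their gene, and their downregulated share lies close to the 30.1% of the called genes with a chromosome. Setting the exons outside against these genes, with an odds ratio of 3.21 (two-sided Fisher's exact test, p = 2.8e-40), therefore repeats the comparison and decides nothing on how the share inside came about. Exons of one gene and neighbouring exons are not independent, so the p-values are too small by an unknown amount. A hypothesis is that gold treatment may lower many genes by less than the 2-fold criterion at the gene level while single exons pass it. This was not tested, as unchanged features are not in the tables used, and a lower 3' or 5' signal in one group was not tested either.

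Differentially expressed genes often lay next to each other. In the order of 27444 protein-coding nuclear genes of TAIR10.1, 46 adjacent pairs were found, 41 of them with the same direction, 27 both upregulated and 14 both downregulated. The permutation test gave p = 1e-05, the smallest that 100000 random sets can give, so chance placement is argued against. The share with the same direction, 89.1%, was above the 54.9% of all pairs of called genes (exact binomial test, p = 6.4e-07). Tandem copies of one family are consistent with much of this, since 63.4% of the 41 pairs share a word in their descriptions, against 5.02% of all pairs of called genes, and 15 pairs were left without them. The words miss some copies: 4 of the 15 pairs share a whole description or one of the counted families. With these added, 73.2% of the 41 pairs are of one family, and 11 pairs were left (permutation test, p = 0.0948). No leaving out of one-family pairs is recorded for the random sets, which held 6.98 pairs on average in the main comparison. If they kept such pairs, the test leans towards no excess, so it does not decide on an excess beyond tandem copies. Signal shared between tandem copies and joint regulation of neighbouring genes both stay open, as the probe sequences were not analysed.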
